# Single-cell analysis reveals urothelial cell heterogeneity and regenerative cues following cyclophosphamide-induced bladder injury

**DOI:** 10.1038/s41419-021-03740-6

**Published:** 2021-05-05

**Authors:** Xiaomu Cheng, Huadong Lai, Wenqin Luo, Man Zhang, Juju Miao, Weichen Song, Shunpeng Xing, Jia Wang, Wei-Qiang Gao

**Keywords:** Cell biology, Cell proliferation

## Abstract

Cyclophosphamide is a commonly used chemotherapeutic drug to treat cancer with side effects that trigger bladder injury and hemorrhagic cystitis. Although previous studies have demonstrated that certain cell subsets and communications are activated to drive the repair and regeneration of bladder, it is not well understood how distinct bladder cell subsets function synergistically in this process. Here, we used droplet-based single-cell RNA sequencing (scRNA-seq) to profile the cell types within the murine bladder mucous layer under normal and injured conditions. Our analysis showed that superficial cells are directly repaired by cycling intermediate cells. We further identified two resident mesenchymal lineages (*Acta2*^+^ myofibroblasts and *Cd34*^+^ fibroblasts). The delineation of cell-cell communications revealed that *Acta2*^+^ myofibroblasts upregulated *Fgf7* expression during acute injury, which activated Fgfr signaling in progenitor cells within the basal/intermediate layers to promote urothelial cell growth and repair. Overall, our study contributes to a more comprehensive understanding of the cellular dynamics during cyclophosphamide-induced bladder injury and may help identify important niche factors contributing to the regeneration of injured bladders.

## Introduction

The urothelium is a multilayered epithelium that serves as a crucial barrier between the blood and urine. Mature urothelium is composed of different cell types that are arranged into basal, intermediate, and superficial cells, on the basis of cell location and morphology^1,2^. Under normal conditions, the urothelium is very quiescent and undergoes cell turnover every ~200 days in rodents^3,4^. However, in response to acute injuries caused by exposure to chemicals (e.g., cyclophosphamide (CPP)^5–7^ and protamine sulfate^8,9^), uropathogenic bacteria^7–9^, or surgical damage^10^, the urothelium can initiate a rapid repair and regeneration process. We and other groups have characterized the cellular origin of urothelial regeneration using cell lineage tracing studies^5–7,9–11^. Basal progenitors are capable of self-renewal and serve as precursors during long-term injury and regeneration, while intermediate cells undergo more incomplete cytokinesis to increase ploidy and serve as the direct progenitors for repairing superficial cells. Furthermore, different groups have attempted to elucidate the tissue niche that regulates urothelial regeneration. For example, Shin et al. reported that Hedgehog/Wnt feedback between urothelial and stromal cells supports regenerative proliferation of basal epithelial stem cells in the bladder^8^.

Despite these efforts, a comprehensive understanding of cellular heterogeneity and crosstalk during bladder regeneration is still lacking. Recent advances in single-cell RNA sequencing (scRNA-seq) technologies have enabled us to study the transcriptional dynamics at a single-cell resolution and to explore various processes, such as cell cycle regulation^12–14^ and cell-cell communications^15–18^. Here, we used droplet-based scRNA-seq to decipher the cellular dynamics of bladder mucosa and the signals driving the proliferation of urothelial progenitor cells after CPP-induced injury.

## Results

### Single-cell transcriptomic profiling of injured and uninjured mice bladder mucosa

To systematically study cell heterogeneity and dynamics of bladder mucosa under healthy and injured conditions, we modeled acute and chronic bladder injury using CPP as previous studies reported^19–21^. Then, we performed scRNA-seq for bladder mucosa collected from healthy adult mice as well as acutely and chronically injured adult mice (*n* = 4–6 mice per condition) (Fig. 1A). Of note, two biological replicates were used for each condition (Fig. S1A, B).

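Each condition was represented by 2 libraries of bladder mucosa from 8-week-old mice, sequenced with a droplet-based 3' assay that tags every captured mRNA with a unique molecular identifier (UMI). The acutely injured mice had received 1 injection of CPP at 150 mg/kg and the chronically injured mice 4 injections at 75 mg/kg each, and both were collected 48 h after the last injection, on day 2 and day 11. The authors aligned the reads to the mouse genome with Cell Ranger and deposited a table of raw UMI counts per gene and cell for each library, without normalization. The tables hold between 54604108 and 111985680 UMIs per library and a median of 5530 to 9138 UMIs per cell. The table of the first healthy library ends in the middle of its last line, and the second acute library was counted with a newer annotation, so that genes were compared over the 14338 genes listed in all 6 tables, without mitochondrial and ribosomal genes. Libraries were treated as the replicates. With 2 libraries against 2, an exact two-sided permutation test cannot go below p = 0.333. For gene expression, UMIs were summed per library and cell class, classes with fewer than 20 cells in a library were left out, and conditions were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 6 libraries. Cell classes were compared with the library as a block. Levels in these comparisons are counts scaled to library size after TMM normalization (CPM).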

**Fig. 1:**
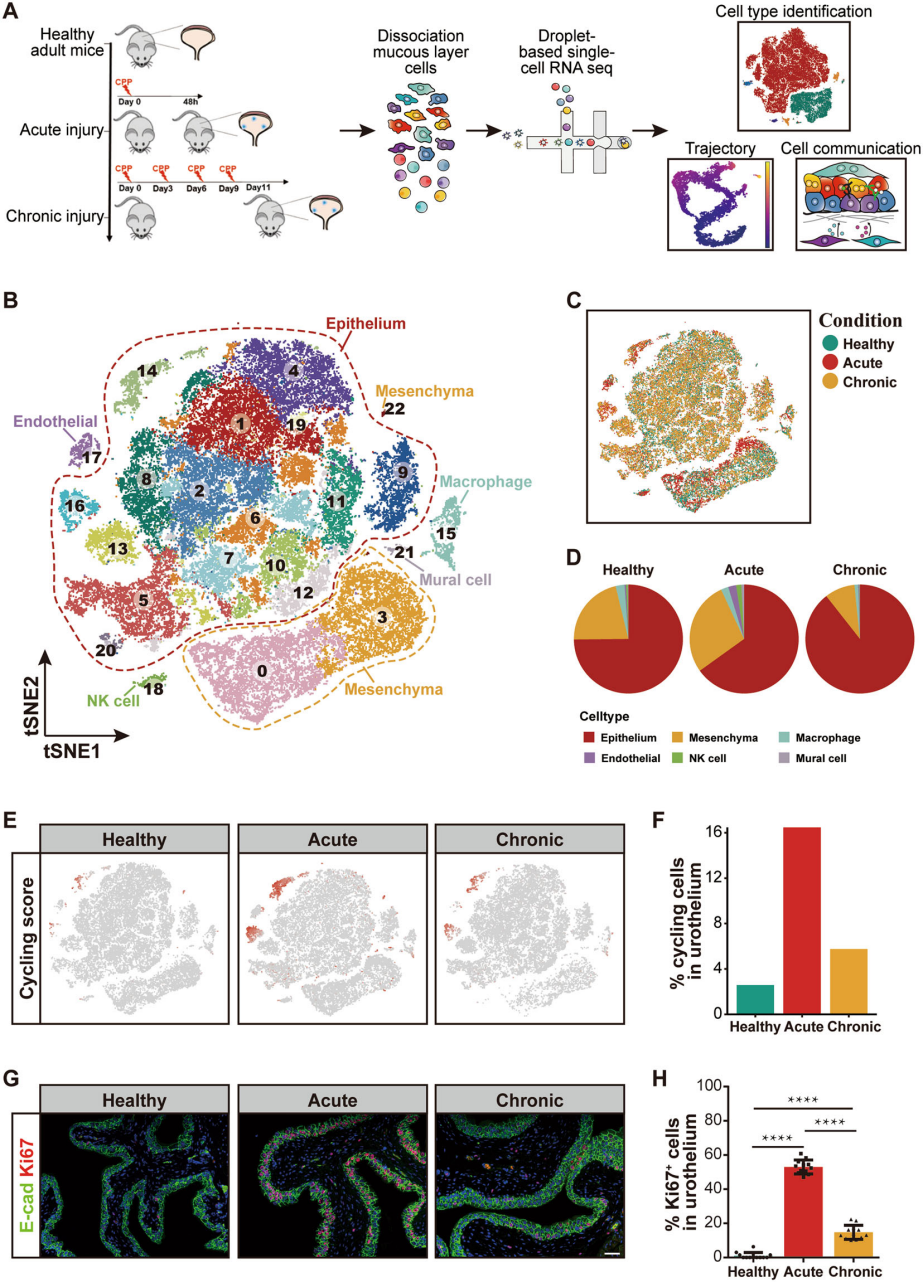
Single-cell profiling revealed cell heterogeneity in mice bladder mucosa layer under healthy and injury conditions. **A** Overview of the experimental workflow. **B** t-Distributed stochastic neighbor embedding (t-SNE) visualization of all cells from healthy, acute injury and chronic injury conditions. Cells are colored by clusters. **C** t-SNE visualization annotated by injury conditions. **D** The proportion of each cell type under each condition. **E** t-SNE visualization of cells from each condition colored by cycling score. **F** Percentages of cycling cells in urothelium for each condition. **G** Fluorescent immunostainings from the indicated conditions show nuclei (DAPI) in blue, E-cad in green, and Ki67 in red (scale bar 50 microns). **H** Bar plot shows the percentage of Ki67 positive cells in urothelial cells (*n* = 12 per condition, mean with SD, *t*-test, ****p < 0.0001).

After filtering out low-quality cells, we captured a total of 50,404 cells for further analysis, with an average of 2011 unique genes detected per cell. 

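From 8354, 9713, 6901, 15062, 11251 and 5348 barcodes in the healthy, acute and chronic libraries (replicates 1 and 2 of each in this order), 8346, 9688, 6901, 13864, 11251 and 5348 passed the filter of over 500 genes and under 10% mitochondrial UMIs. Doublets were called with Scrublet at a rate of 0.8% per 1000 cells that passed the filter, 4.28% to 11.1% of the cells, and a cluster of 1896 cells of which 51.3% were called doublets was left out as well. The cells kept numbered 7708, 8784, 6417, 11930, 10118 and 5048, in total 50005, with a mean of 2090.2 genes and a median of 7260 UMIs per cell. Of the settings tried, keeping the doublets moved the number of cells most upward, to 55398, and requiring over 1000 genes and under 5% mitochondrial UMIs moved it most downward, to 44275.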

We integrated cells from the three conditions using the *IntegrateData* function in Seurat to remove any batch effect. We identified 23 cell clusters and grouped the cell clusters into epithelial cells (expressing *Cdh1*, *Epcam*, and *Gata3*), mesenchymal cells (expressing *Vim*, *Sparc*, and *Dcn*), macrophage cells (expressing *Cd68* and *Cd83*), endothelial cells (expressing *Pecam1*), mural cells (expressing *Cspg4*)^22^, and natural killer (NK) cells (expressing *Hcst* and *Ltb*)^23^ (Fig. 1B and Fig. S1C). Of these cells, epithelial and mesenchymal cells comprised most of the cells in the bladder mucosal layer (Fig. 1C, D).

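Clustering of the integrated data at a resolution of 0.8 gave 22 clusters, and 25 without integration. Clusters were named from lists of marker genes written before the counts were read. The urothelial clusters held 38098 cells, the mesenchymal clusters 9919, the macrophage clusters 951, the endothelial cluster 494, the NK cluster 364 and a cluster of mural cells 179. The macrophage class includes a cluster led by the antigen presentation genes Cd74 and H2-Aa, and the mural cluster was led by the smooth muscle genes Myh11, Acta2 and Des. Mural cells numbered between 5 and 117 per library and were not compared between conditions.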

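Urothelial cells made up 76.2% and mesenchymal cells 19.8% of the cells kept, against 1.90% macrophages, 0.988% endothelial cells, 0.728% NK cells and 0.358% mural cells. The mesenchymal share was 22.2% ± 3.28 (SD, n = 2 libraries) in healthy, 22.1% ± 20.4 (SD, n = 2) in acutely injured and 7.77% ± 7.29 (SD, n = 2) in chronically injured mucosa. The acute libraries were far apart, at 7.64% (95% Wilson interval 7.01 to 8.31) and 36.5% (35.6 to 37.4), and the chronic libraries at 12.9% (12.3 to 13.6) and 2.61% (2.21 to 3.09). These intervals cover counting error only. The difference of acute from healthy mucosa was -0.132 percentage points (exact permutation test, p = 1.0) and became 14.3 without acute replicate 1 and 2.19 without healthy replicate 1, while the difference of chronic from healthy mucosa was -14.4 percentage points (exact permutation test, p = 0.333), -9.28 without chronic replicate 2 and -19.6 without chronic replicate 1.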

We next asked whether single-cell data could reflect the features of the regenerating urothelium adequately. For this purpose, we assessed the cycling cell population in single-cell datasets, given the fact that the CPP-induced injury/regeneration process of bladder is accompanied by abundant proliferative cells^5–7^. We observed that proliferating cells were mostly belonged to the epithelial cell types, and that the proportion of proliferating urothelial cells was highest in the acutely injured sample (Fig. 1E, F). 

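Each cell was scored for 43 S phase and 54 G2/M phase genes against control genes of like expression and called cycling where either score exceeded the median by more than 2 median absolute deviations (MADs), as in the methods of the paper. Urothelial cells made up 71.9% of the cells called, and 82.3% at 4 MADs, where they were 76.2% of the cells kept. They were called at a rate of 11.4%, against 32.5% in macrophages, 21.1% in endothelial, 16.8% in mural and 10.7% in mesenchymal cells. Outside the urothelium the calls are not read as cycling, since 51.6% of the NK cells passed the threshold as well. The share of cycling cells among urothelial cells was 5.08% ± 0.880 (SD, n = 2 libraries) in healthy, 20.2% ± 8.16 (SD, n = 2) in acutely injured and 8.88% ± 1.75 (SD, n = 2) in chronically injured mucosa. By library it was 4.46% (95% Wilson interval 3.94 to 5.04) and 5.70% (5.17 to 6.28) in healthy, 26.0% (24.9 to 27.1) and 14.5% (13.6 to 15.3) in acutely injured and 10.1% (9.49 to 10.8) and 7.64% (6.92 to 8.43) in chronically injured mucosa. Both acute libraries were above all others. The difference between acute and healthy mucosa was 15.1 percentage points, between chronic and healthy mucosa 3.79 and between acute and chronic mucosa 11.4, each at the smallest p of the exact permutation test. Without acute replicate 1 the difference between acute and healthy mucosa was 9.37 and that between acute and chronic mucosa 5.58. Of the settings tried, the threshold of 4 MADs moved the difference between acute and healthy mucosa most, to 12.2 percentage points.

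**Figure D1:**
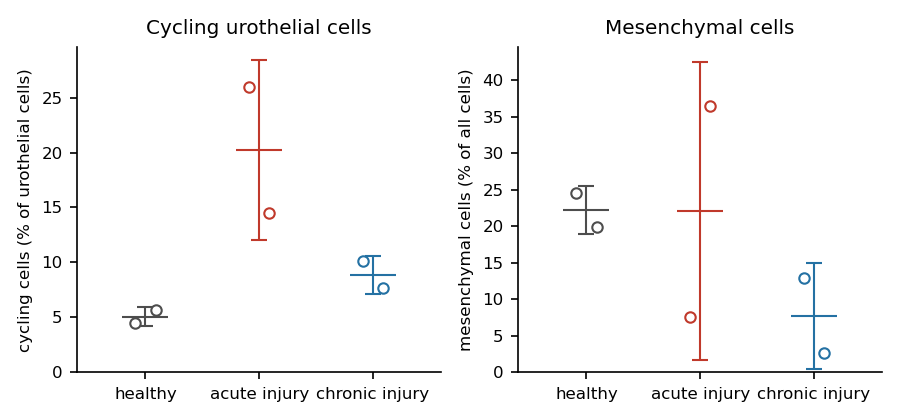
Percentage of cycling cells among urothelial cells (left) and of mesenchymal cells among all cells (right) in each condition. Open circles are the libraries, horizontal lines the means and bars 1 SD over 2 libraries. The acute libraries lie at 26.0% and 14.5% on the left, above the other 4, and at 7.64% and 36.5% on the right.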

Consistently, similar results were seen with immunofluorescence assays against proliferative cell marker Ki67 on sections from healthy, acutely injured, and chronically injured adult mice bladder (Fig. 1G), which showed that the mucosal layer of mouse bladder after acute injury contained the most Ki67^+^ proliferative cells (Fig. 1H). 

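Over the urothelial cells summed per library, the 78 cell cycle genes of Table S3, which the study used as its targets, changed by a mean log2 of 1.84 after acute injury, with 75 of 78 higher than in healthy mucosa (unadjusted p = 0.030, adjusted p = 0.18 over 6 comparisons of cell class and injury, limma's fry rotation test), and by 0.68 after chronic injury, with 66 of 78 higher (unadjusted p = 0.30, adjusted p = 0.45 by the same limma test). The paper built this list from genes that differed in cycling urothelial cells of these same data. Such cells were most frequent after acute injury, so the rise follows in part from the list. It is no separate support for the cycling share. Of 13835 genes tested, 1 had an adjusted p below 0.05 after acute injury by edgeR's quasi-likelihood test and 894 an unadjusted p below 0.05, against 0 and 1011 after chronic injury, and DESeq2 called 285 and 132 genes. The gene called by edgeR, picked out after its values were seen, was Esco2, which rose from 0.437 ± 0.0954 CPM (SD, n = 2) to 12.8 ± 2.26 CPM (SD, n = 2), a log2 fold change of 4.86 (standard error 0.35, adjusted p = 0.027 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The count after acute injury rose to 104 genes without acute replicate 1 and to 113 without acute replicate 2, and was 0 without any of the other 4 libraries.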

Taken together, our single-cell datasets reflect the proliferation dynamics of healthy and injured bladder samples and can be used for the following analysis.

### Characterization of urothelial cell heterogeneity

Next, we sought to analyze epithelial heterogeneity in healthy and injured conditions by performing a second round of cluster analysis on urothelial cells. This analysis identified a total of 13 sub-clusters of urothelial cells (Fig. 2A). To group and annotate these urothelial cell subsets, we calculated expression scores by summarizing the mRNA fraction per cell of genes associated with the features of basal and luminal cells (i.e., intermediate and superficial cells) as well as the cell cycle state. To define basal/luminal identity, we first determined gene sets associated with basal/luminal phenotypes, including cytokeratin genes, uroplakin genes, and *Trp63*, by calculating their *Pearson* correlation (Fig. S2A). We then scored each cell for their expression levels of basal/luminal gene sets (Fig. 2B and Fig. S2B). This analysis revealed two clusters (cluster 2 and 10) with prominent basal phenotypes (Fig. 2C and Fig. S2B). Accordingly, cells of these two clusters highly expressed basal epithelial genes such as *cytokeratin-14* (*Krt14*) and *cytokeratin-5* (*Krt5*) (Fig. 2D). In addition, we found that they also highly expressed genes associated with stemness (*Ly6a*, *Klf4*, and *Id3*) and ion transport (*Trf*) as well as genes mediating cell-to-matrix interactions, such as *Thbs1* (Fig. 2D). 

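Re-clustering of the urothelial cells gave 17 sub-clusters, and 18 without integration. Each cell was scored for lists of basal and luminal genes and called basal where the basal score was higher. Basal cells were the majority in sub-cluster 0 (4486 cells, 53.4% basal), sub-cluster 10 (1081 cells, 60.2% basal) and sub-cluster 16 (348 cells, 62.6% basal). In sub-cluster 10, 99.8% of the cells were cycling. The non-cycling cells were taken as basal, intermediate or superficial by these calls, and superficial cells were those of the sub-clusters with a mean superficial marker z score above 1 over the sub-clusters that were not mostly cycling.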

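The basal list contains Krt14 and Krt5, so that their levels describe the class and are no separate test of it. Between intermediate and basal cells Krt14 had a log2 fold change of -4.66. Its plain CPM, without TMM factors, was highest in sub-cluster 10, at 97.0 ± 77.5 (SD, n = 6 libraries), against a median of 1.47 over sub-clusters. By mean Krt5 was highest in sub-cluster 16, at 1166 ± 81.1 (SD, n = 4 libraries, the highest in 2 of 4), against a median of 603. Sub-cluster 0 followed at 1111 ± 153 (SD, n = 6 libraries), an order not settled because the means cover different libraries.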

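Basal and intermediate cells of the 6 libraries were compared over 12769 genes. Ly6a (ENSMUSG00000075602) lies on chromosome 15 of GRCm38 from 74994877 to 74998031. It was at 672 ± 443 CPM (SD, n = 6) in basal and 168 ± 115 CPM (SD, n = 6) in intermediate cells, a log2 fold change of -2.06 (standard error 0.08, adjusted p = 5.5e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Klf4 was at 753 ± 174 CPM (SD, n = 6) in basal and 242 ± 67.8 CPM (SD, n = 6) in intermediate cells, and Id3 at 544 ± 229 CPM (SD, n = 6) and 269.9 ± 97.7 CPM (SD, n = 6). The log2 fold changes of intermediate against basal cells were -1.65 for Klf4, -0.99 for Id3, -1.32 for Trf and -1.21 for Thbs1 (adjusted p = 9.9e-20, 1.3e-15, 3.2e-17 and 3.5e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 5 genes were higher in basal cells in 6 of 6 libraries. Klf4 and Id3 are also immediate-early genes, of which 17 of the other 19 were higher in basal cells, with a median log2 fold change of -0.32.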

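The superficial list includes Krt20, and the sub-clusters called superficial from it, 4 and 15, held 3420 and 369 cells. The plain CPM of Krt20 was 202 ± 48.0 (SD, n = 6 libraries) in sub-cluster 4 and 163 ± 70.7 in sub-cluster 15, against a median of 59.1 over sub-clusters. Sub-cluster 12, also with a superficial score above the threshold, of which 92.5% of the 970 cells were cycling, was not called superficial, and by score its cells were all called intermediate.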

Of the luminal clusters, clusters 3 and 12 highly expressed *Krt20* and were thus defined as superficial cells (Fig. 2D). In addition to *Krt20*, superficial cells also preferentially expressed genes that are associated with lipid metabolism, such as *Acer2* (Fig. 2D). 

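Acer2 (ENSMUSG00000038007) lies on chromosome 4 of GRCm38 from 86874396 to 86934822 and encodes an alkaline ceramidase. It was at 1239.9 ± 373 CPM (SD, n = 6) in superficial and 174 ± 45.9 CPM (SD, n = 6) in intermediate cells, a log2 fold change of intermediate against superficial cells of -2.79 (standard error 0.12, adjusted p = 3.8e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over 12829 genes, lower in 6 of 6 libraries. Between basal and superficial cells the log2 fold change of Acer2 was -4.16.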

The remaining luminal cells were thus referred to collectively as intermediate cells. 

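In intermediate cells Krt5 and Krt15 lay between their levels in superficial and basal cells. Krt5 was at 626 ± 57.0 CPM (SD, n = 6) in intermediate and 1249 ± 205 CPM (SD, n = 6) in basal cells, a log2 fold change of -0.98 (standard error 0.05, adjusted p = 6.3e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at 591 ± 54.7 CPM (SD, n = 6) in intermediate and 131 ± 38.0 CPM (SD, n = 6) in superficial cells when these were normalized together (log2 fold change 2.22). For Krt15 the log2 fold changes of intermediate cells were -0.87 against basal and 2.51 against superficial cells (adjusted p = 2.5e-15 and 3.7e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Krt5 and Krt15 belong to the list that defines basal cells, so that the difference from basal cells is partly set by the calls.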

Of interest, intermediate cells exhibited moderate expression of basal markers such as *Krt5* and *Krt15* (Fig. 2D).

**Fig. 2:**
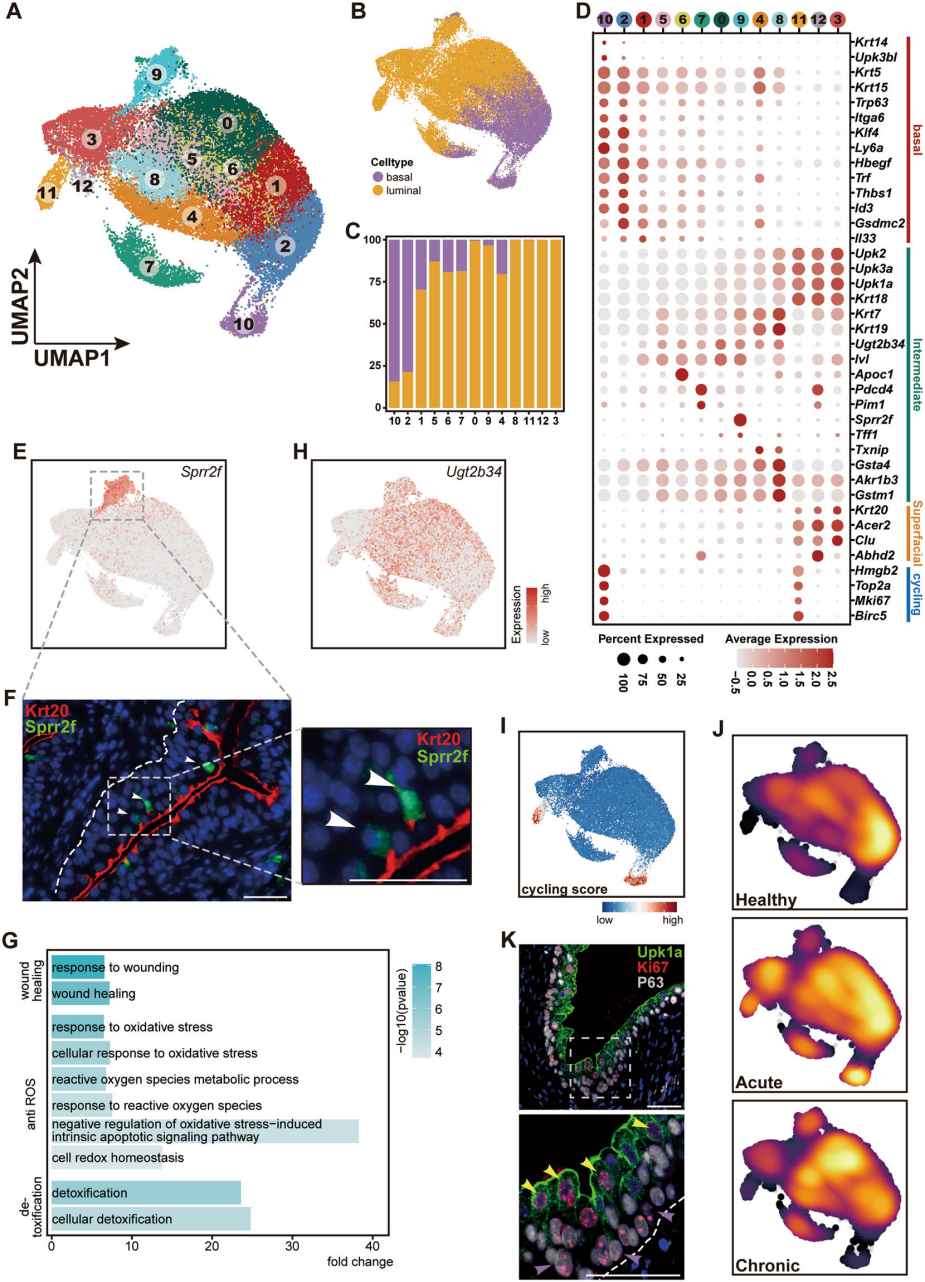
Cell diversity within the urothelium lineage. **A** UMAP visualization of sub-clustered urothelial cells. **B** UMAP visualization of urothelial cells colored by basal subset and luminal subset. **C** Bar plot show the proportion of basal subset and luminal subset in each cluster. Cell subsets are labeled with same color code as in **B**. **D** Dot plot of marker genes in each cluster. **E** Expression of *Sprr2f* projected onto the UMAP. Cells are colored by gene expression. **F** Immunostainings of Krt20 (in red) and Sprr2f (in green) on section of healthy bladder, showing the location of *Sprr2f*^+^ cells in intermediate layer (scale bar 50 microns). White arrowheads point to Sprr2f-positive intermediate cells. **G** GO analysis of genes differentially expressed by cells in *Sprr2f*^+^ subtype intermediate cells. **H** Expression of *Ugt2b34*, a novel signature gene for intermediate subset, projected onto the UMAP. **I** UMAP visualization of urothelial cells colored by cycling score. **J** UMAP visualization of urothelial cells colored by embedding density of cells from three conditions. **K** Immunostainings of Ki67 (in red), Upk1a (in green) and P63 (in gray) on section of acute injured bladder (scale bar 50 microns). Yellow arrowheads point to cycling intermediate cells and purple arrowheads point to cycling basal cells.

We additionally obtained cluster-specific signatures. For example, the two superficial subsets were heterogenous, as cluster 12 selectively expressed *Abhd2*, an acylglycerol lipase that catalyzes the hydrolysis of endocannabinoid arachidonoylglycerol from the cell membrane^24,25^ (Fig. 2D). 

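Abhd2 (ENSMUSG00000039202) lies on chromosome 7 of GRCm38 from 79273199 to 79365508. Its plain CPM was highest in the superficial sub-cluster 15, at 766 ± 349 (SD, n = 5 libraries), in 5 of 5 libraries with at least 20 cells of it. The next level was in sub-cluster 6, at 473 ± 197, and the median over sub-clusters was 86.5. Sub-cluster 6 was mostly called intermediate by score, but Car3 and Cxcl14, picked out after their ranks were seen, were among its 10 leading genes and also among those of myofibroblast sub-clusters, so that RNA or cells of that class mixed with it are not excluded. It made up 1.07% of the urothelial cells in healthy replicate 2 and 14.6% in acute replicate 2. Over all superficial cells Abhd2 was higher than in intermediate cells, with a log2 fold change of intermediate against superficial cells of -0.43 (standard error 0.08, adjusted p = 1.8e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).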

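Apoc1 (ENSMUSG00000040564) lies on chromosome 7 of GRCm38 from 19689481 to 19692660. Its mean plain CPM over the urothelial sub-clusters ranged from 209 in sub-cluster 16 to 483. The highest was 483 ± 116 (SD, n = 6 libraries) in the intermediate sub-cluster 7, which was the highest in 1 of 6 libraries, followed by 446 ± 61.8 in the superficial sub-cluster 4, with a median of 393 over sub-clusters. The sub-clusters are not those of the paper, and the log2 fold change of Apoc1 in intermediate against basal cells was 0.30 (standard error 0.08, adjusted p = 0.0029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).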

Cluster 6 of intermediate cells selectively expressed *Apoc1*, which encodes protein that plays a central role in the metabolism of high-density and very low-density lipoproteins^26^. Cluster 9 specifically expressed the genes *Sprr2f* and *Tff1* (Fig. 2D and E), both of which are reported to be linked to epithelial repair^27–29^. 

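Sprr2f (ENSMUSG00000050635) lies on chromosome 3 of GRCm38 from 92365187 to 92366442. Its plain CPM was highest in the intermediate sub-cluster 1, at 378 ± 206 (SD, n = 6 libraries; the highest in 3 of 6), then in sub-cluster 5 at 351 ± 208, against a median of 144. By mean Tff1 was highest in sub-cluster 13, at 123 ± 67.7 (SD, n = 5 libraries, the highest in 2 of 5). Sub-cluster 1 followed at 117 ± 66.7 (SD, n = 6 libraries), an order not settled because the means cover different libraries. The median of Tff1 over sub-clusters was 82.8. Intermediate cells as a whole had more of both than basal cells, with log2 fold changes of 2.38 for Sprr2f and 2.99 for Tff1 (adjusted p = 2.1e-15 and 6.6e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against superficial cells the log2 fold changes were 0.56 and -0.32 (adjusted p = 0.054 and 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).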

Gene ontology (GO) analysis of cluster 9 signatures supported that *Sprr2f*^+^ intermediate cells in bladder might play a function in protecting urothelium from injury, as evidenced by significantly enriched terms associated with wound healing, anti-reactive oxygen species (ROS), and detoxification (Fig. 2G). The *Sprr2f*^+^ intermediate cells were confirmed in the intermediate layer by immunofluorescence staining of healthy bladders (Fig. 2F).

Subsequently, we sought to determine whether intermediate cells have their own signatures, as intermediate cells are usually classified by a combination of cell lineage markers, such as Krt5^-^P63^+^Krt20^-^. We found that *Ugt2b34*, a gene associated with glycosylation, was preferentially expressed in intermediate cells but not basal and superficial cells, showing for the first time that intermediate cells have their own identity (Fig. 2H).

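Ugt2b34 (ENSMUSG00000029260) lies on chromosome 5 of GRCm38 from 86889767 to 86906937 and encodes a UDP-glucuronosyltransferase. It was at 456 ± 84.3 CPM (SD, n = 6) in intermediate and 185 ± 48.7 CPM (SD, n = 6) in basal cells, a log2 fold change of 1.33 (standard error 0.06, adjusted p = 1.3e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and higher in 6 of 6 libraries. Against superficial cells it was at 429.6 ± 77.0 CPM (SD, n = 6) and 147 ± 69.6 CPM (SD, n = 6), a log2 fold change of 1.64 (standard error 0.15, adjusted p = 1.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between basal and superficial cells the log2 fold change was 0.31 (standard error 0.20, adjusted p = 0.20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn the value against basal cells stayed between 1.27 and 1.42 and that against superficial cells between 1.52 and 1.81, and of the settings tried, clustering without integration moved the latter most, to 2.14. By plain CPM the highest sub-clusters of Ugt2b34 were the intermediate sub-clusters 7, at 558 ± 104 (SD, n = 6 libraries), and 1, at 537 ± 91.6. From this pattern the paper concludes that intermediate cells have an identity of their own.

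**Figure D2:**
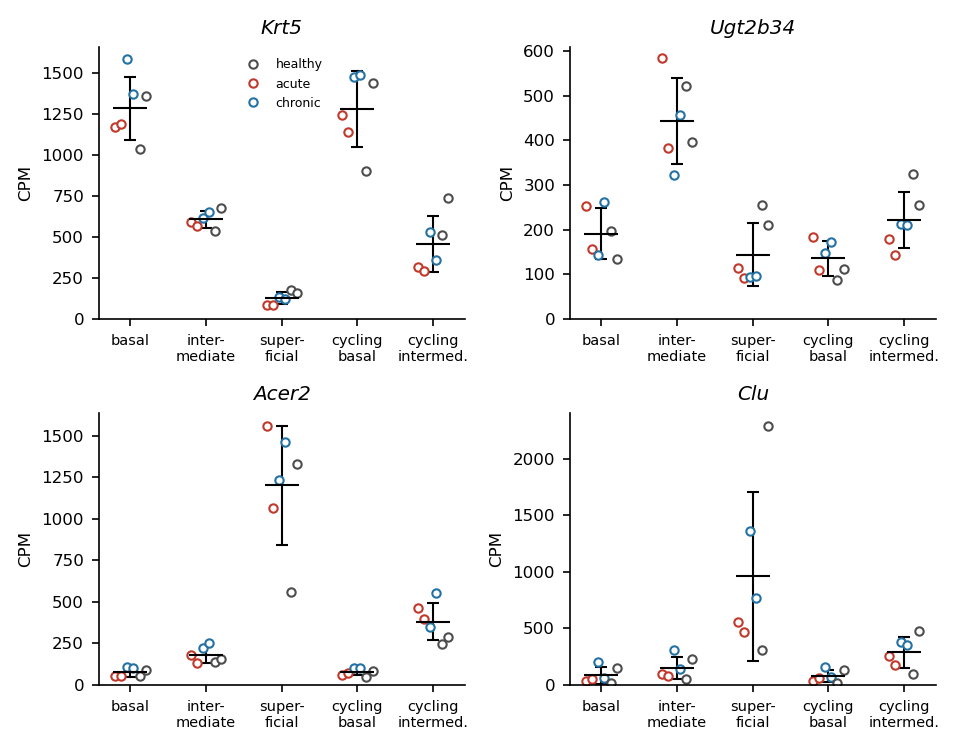
Plain CPM of Krt5, Ugt2b34, Acer2 and Clu in 5 urothelial cell classes. Open circles are the libraries, colored by condition, horizontal lines the means and bars 1 SD over the libraries with at least 20 cells of the class. Ugt2b34 is highest in intermediate cells and Acer2 in superficial cells.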

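Cells called cycling were assigned to classes by the same scores as the non-cycling cells. Over the 6 libraries they comprised 230, 773 and 109 basal cells and 386, 1434 and 1050 intermediate cells in the healthy, acutely injured and chronically injured libraries, and 15, 254 and 81 superficial cells.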

We then analyzed cycling cell populations, which were found in both basal (cluster 10) and luminal compartments (cluster 11) (Fig. 2I). 

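Between cycling basal and cycling intermediate cells Krt14 was at 147 ± 87.4 CPM (SD, n = 6) and 4.27 ± 3.37 CPM (SD, n = 6), a log2 fold change of 5.52 (standard error 0.19, adjusted p = 1.0e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over 9613 genes. Krt14 is in the list that defines basal cells.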

The cycling basal cells (cluster 10) highly expressed *Krt14* (Fig. 2D), in line with a recent study^6^. Of note, the cycling luminal cells (cluster 11) exhibited traits resembling superficial cells (e.g., *Acer2* and *Clu* expression), indicating their close relationship. Both the cycling populations were highly enriched in the acutely injured condition (Fig. 2J and Fig. S2C). 

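Cycling intermediate cells had more Acer2 and Clu than non-cycling intermediate cells. Acer2 was at 373 ± 112 CPM (SD, n = 6) against 184 ± 48.6 CPM (SD, n = 6), a log2 fold change of 1.02 (standard error 0.10, adjusted p = 1.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Clu at 284 ± 138 CPM (SD, n = 6) against 155 ± 103 CPM (SD, n = 6), a log2 fold change of 0.96 (standard error 0.12, adjusted p = 1.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both stayed below superficial cells, with log2 fold changes of -1.76 for Acer2 and -1.69 for Clu (adjusted p = 1.6e-10 and 3.8e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ugt2b34 was lower in cycling than in non-cycling intermediate cells, with a log2 fold change of -1.11. Against cycling basal cells Acer2 and Clu were higher in cycling intermediate cells, with log2 fold changes of cycling basal against cycling intermediate cells of -2.49 and -2.20. Cycling intermediate cells include the cycling cells of sub-cluster 12, whose superficial marker score was above the threshold, so that these levels are partly set by the rule for superficial cells.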

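As a share of urothelial cells, cycling basal cells were 1.86% ± 0.243 (SD, n = 2 libraries) in healthy, 6.47% ± 5.21 (SD, n = 2) in acutely injured and 0.883% ± 0.350 (SD, n = 2) in chronically injured mucosa, and cycling intermediate cells 3.11% ± 0.573 (SD, n = 2), 11.7% ± 2.55 (SD, n = 2) and 7.41% ± 1.99 (SD, n = 2). The acute libraries held 10.2% and 2.79% cycling basal cells and 13.5% and 9.88% cycling intermediate cells. Without acute replicate 1 the acute share of cycling basal cells is that of the other library, 2.79%.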

Further immunofluorescence analysis confirmed this observation, showing that Ki67^+^ cells could be detected in both the basal and luminal layers after acute injury (Fig. 2K). Collectively, scRNA-seq enabled us to capture transcriptionally distinct urothelial cell subpopulations and to highlight the cycling cell subsets within both basal and luminal compartments.

### Basal and intermediate cells display distinct cell cycle progression patterns

We previously showed that urothelial regeneration is mediated by distinct division modes of cycling basal and intermediate cells^7^. Basal cells undergo more complete cell divisions for self-renewal, while cycling intermediate cells are unable to complete cytokinesis leading to the generation of ploidy^7^. Notably, the heterogeneous cell cycle phases, corresponding to the two well-known checkpoints, can be distinguished by sc-RNA data^12^. We thus assessed the signatures of different cycling phases (i.e., the G1/S and G2/M phases) in cycling basal and luminal cells over the course of the disease. 

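The mean G2/M score per library was compared between cycling basal and cycling intermediate cells in the 4 injured libraries. It was 0.313 in basal and 0.177 in intermediate cells in acute replicate 1 (589 and 782 cells), 0.262 and 0.108 in acute replicate 2 (184 and 652 cells), 0.118 and 0.0109 in chronic replicate 1 (55 and 763 cells) and 0.135 and 0.0533 in chronic replicate 2 (54 and 287 cells). The mean difference was 0.119 ± 0.0320 (SD, n = 4 libraries), higher in basal cells in 4 of 4 libraries (exact sign-flip permutation test, two-sided, p = 0.13, the smallest p that 4 libraries allow). With each library left out in turn it stayed between 0.108 and 0.132, and of the settings tried, assigning every cell of a sub-cluster to that sub-cluster's class moved it most, to 0.241. For the S score the mean difference was 0.00296, higher in basal cells in 2 of 4 libraries (exact sign-flip permutation test, p = 0.875), and it fell to -0.0321 at 4 MADs, to -0.0240 by sub-cluster and to -0.00821 without chronic replicate 1.

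**Figure D3:**
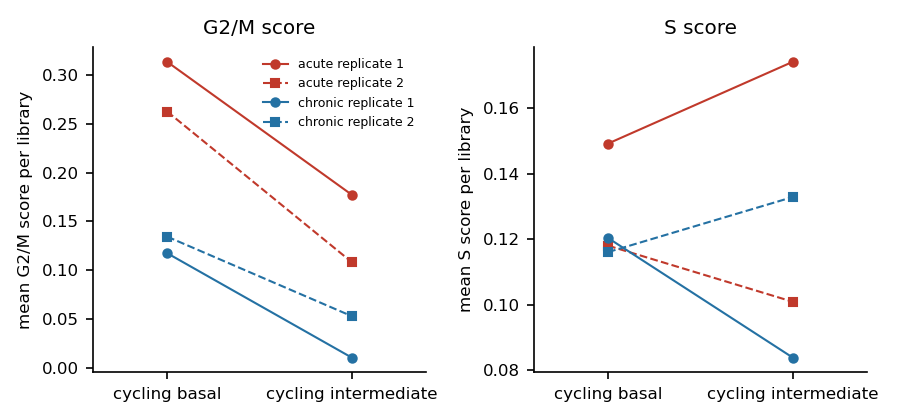
Mean G2/M score (left) and S score (right) of cycling basal and cycling intermediate cells in each injured library. Each line joins the classes of 1 library, with circles for replicate 1, squares for replicate 2 and colors for the condition. The G2/M score is higher in basal cells in 4 of 4 libraries and the S score in 2 of 4.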

We consistently observed that the G2/M score of proliferating basal cells was significantly higher than that of proliferating intermediate cells in both chronic and acute injury (Fig. 3A and Fig. S3A). Further GO analysis also supported that cycling basal cells underwent a more complete division, as shown by enrichment of the GO terms associated with cell or nuclear divisions, which were absent in cycling intermediate cells. Interestingly, this analysis highlighted that cycling basal cells were significantly enriched for GO associated with cell adhesion (Fig. 3B). Consistently, we found that several cell adhesion components such as *Itgb1*, *Itgav*, and *Itgb5* were strongly expressed in basal cells but not intermediate cells (Fig. 3C and Fig. S3B). This finding thus provided insight into the cell cycle discrepancy between basal and intermediate cells, as downregulation of cell adhesions has been widely reported to affect normal cell division^30^. 

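Itgb1 (ENSMUSG00000025809) lies on chromosome 8 of GRCm38 from 128685654 to 128733200. It was at 175 ± 23.8 CPM (SD, n = 6) in cycling basal and 112 ± 20.5 CPM (SD, n = 6) in cycling intermediate cells, a log2 fold change of 0.68 (standard error 0.10, adjusted p = 1.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and higher in basal cells in 6 of 6 libraries. With each library left out in turn the value stayed between 0.66 and 0.71, and of the settings tried, calling classes by sub-cluster moved it most, to 0.98. Itgav was at 63.7 ± 25.0 CPM (SD, n = 6) and 51.9 ± 6.53 CPM (SD, n = 6), a log2 fold change of 0.38 (standard error 0.13, adjusted p = 0.029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 4 of 6 libraries, and Itgb5 at 68.5 ± 10.7 CPM (SD, n = 6) and 48.2 ± 11.1 CPM (SD, n = 6), a log2 fold change of 0.61 (standard error 0.13, adjusted p = 4.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 6 of 6. Itgb4, which Fig. 3C also shows, had a log2 fold change of 1.38. All 4 genes were also detected in cycling intermediate cells.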

Taken together, our single-cell analysis confirmed the cell cycle discrepancy between basal and intermediate cells and suggested that the discrepancy might be due to the difference in cell adhesion between the two subsets of cycling cells.

**Fig. 3:**
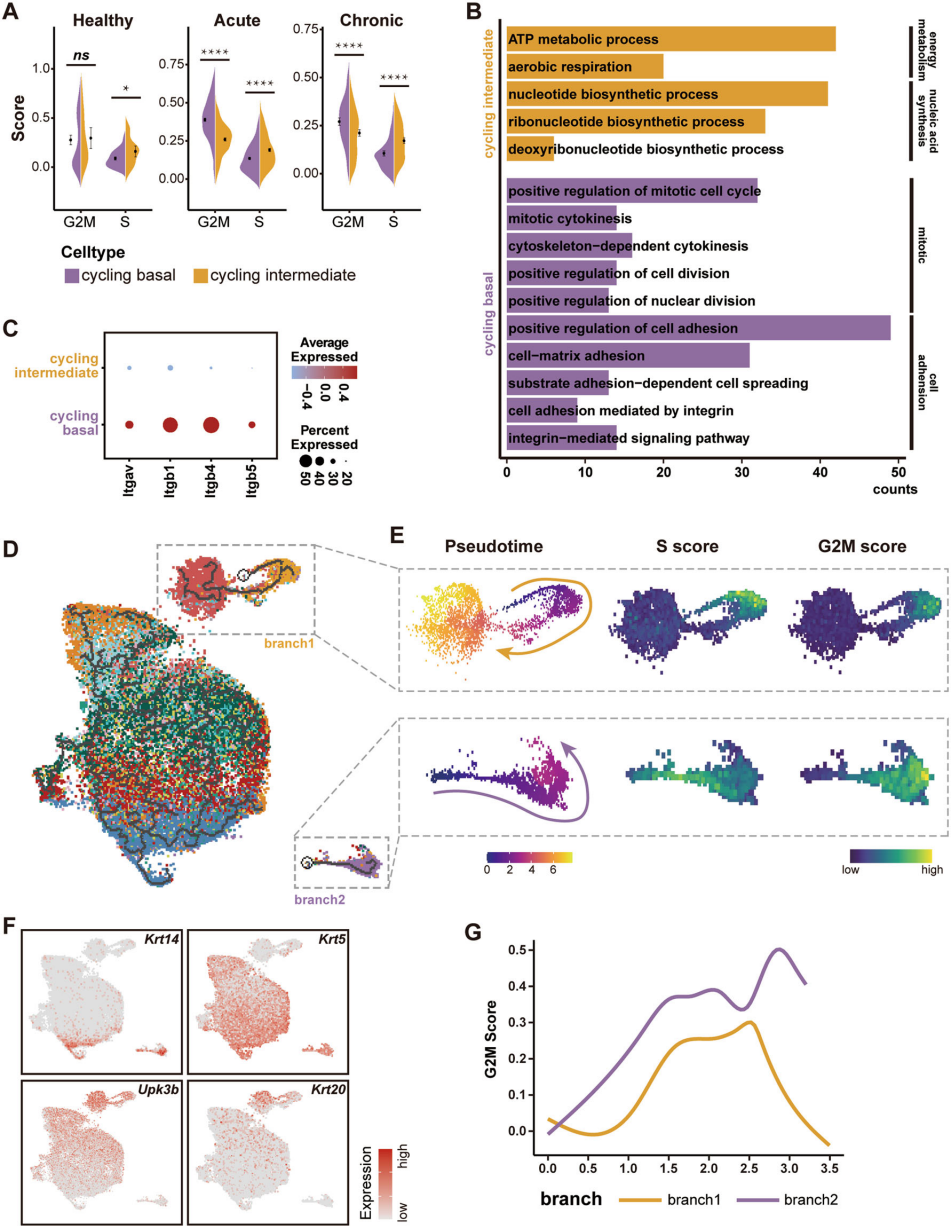
Cell cycle discrepancy between basal and intermediate cells. **A** Violin plots show the G2M-score and S-score of cycling basal cells and cycling intermediate cells in each condition. *p = 0.0161, ****p < 0.0001. Unpaired two-sided t test. **B** GO analysis of genes differentially expressed by cells in cycling basal and cycling intermediate subset. **C** Dot plot show expression of *Itgav*, *Itgb1*, *Itgb4* and *Itgb5* in two cycling subsets. The color represents scaled average expression of marker genes in each subset, and the size indicates the proportion of cells expressing marker genes. **D** Trajectory of urothelial cells reconstructed by Monocle 3. Clusters are labeled with same color code as in Fig. 2A. **E** Pseudotime, S-score and G2M-score of branch1 (cycling intermediate to superficial) and branch2 (cycling basal). **F** Expression of signature genes for basal, intermediate and superficial subset projected onto the UMAP. **G** Kinetics plot showing G2M-score of cycling cells in branch1 and branch2 across pseudo time.

### Cycling intermediate cells are the progenitors of superficial cells

We previously proposed that cycling intermediate cells could serve as the direct progenitors of superficial cells^7^. To verify this hypothesis, we next investigated the lineage relationship between superficial and other urothelial cell subsets. We used the Monocle 3 algorithm^31–33^ to reconstruct the pseudotime of urothelial cell differentiation. This analysis revealed that cycling basal cells and cycling intermediate cells represented two branches of urothelial states (Fig. 3D, E). 

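Pseudotime was not recomputed. In its place, the 15 nearest neighbors of each cycling cell of the 4 injured libraries were taken among the non-cycling urothelial cells of the same library, in principal components of the library's own values made without the cell cycle genes.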

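Among the nearest neighbors of cycling intermediate cells, superficial cells made up 33.5%, 20.5%, 10.6% and 25.1% in acute replicates 1 and 2 and chronic replicates 1 and 2, where superficial cells were 12.6%, 12.9%, 11.1% and 12.3% of the non-cycling urothelial cells. Among the neighbors of cycling basal cells they made up 0%. The mean difference was 22.4 percentage points ± 9.56 (SD, n = 4 libraries). As basal cells were at 0%, it could not fall below 0. Against the superficial share of the non-cycling cells, a comparison added after these values were seen, the mean difference was 10.2 percentage points ± 9.03 (SD, n = 4), positive in 3 of 4 libraries (exact sign-flip permutation test, two-sided, p = 0.25). The superficial neighbors lay mostly with sub-cluster 12, whose superficial marker score was above the threshold and whose cells counted as intermediate. Its 421, 200, 142 and 111 cycling cells had 61.8%, 63.5%, 56.1% and 64.7% superficial neighbors. For the other 361, 452, 621 and 176 cycling intermediate cells the share was 0.536%, 1.46%, 0.193% and 0.0758%. These other cells are mixed. They include cells of the cycling sub-cluster 10, of which 60.2% were called basal and the rest intermediate. They also include cells past the cycling threshold from mostly non-cycling sub-clusters. As sub-cluster 12 was set apart by its superficial markers, this split follows in part from its definition. When classes were called by sub-cluster, the cycling intermediate cells were those of sub-cluster 12 alone and the mean difference from cycling basal cells was 78.5.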

Importantly, cycling intermediate cells were tightly grouped with superficial cells, demonstrating their close relationship (Fig. 3D, F). In contrast, most cycling basal cells were projected as separate clusters or states, implying that they may undergo divisions for self-renewal rather than differentiation (Fig. 3D, F). The trajectory analysis also showed that cycling basal cells undergo a cell cycle transition from the early cell cycle phase (G1/S phase) toward the late cell cycle phase (G2/M phase), while cycling intermediate cells seem to directly differentiate into superficial cells without undergoing the G2/M phase (Fig. 3E, G). These data together support our previous view that cycling intermediate cells can directly differentiate into superficial cells through an uncomplete cell cycle.

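The share of cells whose G2/M score exceeded their S score was 70.8%, 63.6%, 43.6% and 51.9% among cycling basal cells of acute replicates 1 and 2 and chronic replicates 1 and 2, and 49.6%, 49.4%, 31.1% and 32.8% among cycling intermediate cells. The share was lower in intermediate cells in these 4 libraries, and between 31.1% and 49.6% of the cycling intermediate cells had the higher score for G2/M. At 4 MADs the shares were 80.8%, 88.3%, 69.0% and 80.6% among cycling basal and 61.2%, 66.0%, 59.0% and 46.8% among cycling intermediate cells. In healthy replicate 2 the share was lower in basal cells, at 13.1% against 17.7%. From the positions of both classes along pseudotime the paper proposes that cycling intermediate cells differentiate into superficial cells without passing through G2/M.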

### Mesenchymal cells serve as potential upstream signals of urothelial regeneration

Our next aim was to identify the niche mediating urothelial regeneration. For this purpose, we applied CellPhoneDB to construct a putative cell-cell communication network between urothelial and non-epithelial cells, including mesenchymal, macrophage, endothelial, NK, and mural cells^15,34^. This analysis revealed that the homeostasis and regeneration of urothelial cells could be influenced by different microenvironmental cell types. For example, we observed pronounced Bmp4 and Mdk signaling between urothelial and mesenchymal cells in both healthy and injured conditions (Fig. 4A). 

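Bmp4 (ENSMUSG00000021835) lies on chromosome 14 of GRCm38 from 46383520 to 46390669, and Mdk (ENSMUSG00000027239) lies on chromosome 2 of GRCm38 from 91929805 to 91932297. Mesenchymal cells had Bmp4 at 444 ± 100.4 CPM (SD, n = 6) against 5.87 ± 2.52 CPM (SD, n = 6) in urothelial cells, a log2 fold change of 6.32 (standard error 0.25, adjusted p = 1.2e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Mdk the log2 fold change was 5.28 (standard error 0.19, adjusted p = 9.0e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against endothelial cells, which had at least 20 cells in 5 libraries, the log2 fold changes were 3.40 for Bmp4 and 4.28 for Mdk. Signaling itself was not computed here, only the mRNA of the ligands.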

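The cytokine genes Ccl3, Ccl4 and Tnf were compared between macrophages and urothelial cells. Ccl3 was at 1330.5 ± 979.7 CPM (SD, n = 6) in macrophages and 2.33 ± 1.35 CPM (SD, n = 6) in urothelial cells, a log2 fold change of 9.10 (standard error 0.30, adjusted p = 6.8e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Ccl4 at 5777 ± 4555 CPM (SD, n = 6) and 9.82 ± 6.34 CPM (SD, n = 6), and Tnf at 346 ± 179 CPM (SD, n = 6) and 0.764 ± 0.428 CPM (SD, n = 6). The log2 fold changes of Ccl4 and Tnf were 9.11 and 8.83.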

Macrophages were predicted to secrete cytokines such as *Ccl3*, *Ccl4*, and *Tnf*, which showed robust interactions with urothelial cells (Fig. 4A). Mural cells were predicated to communicate with urothelial cells through Jag1/Notch signaling, especially after chronic injury (Fig. 4A).

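The mural cells of the 6 libraries carried 6, 4, 8, 30, 4 and 9 UMIs of Jag1 (healthy, acute and chronic replicates 1 and 2 in this order), which gives 114, 77.2, 73.0, 120.0, 213 and 269 plain CPM, against 83.6 ± 24.6 (SD, n = 6) in urothelial cells. Both chronic libraries, with 5 and 6 mural cells, were above the other 4, and no test between conditions was run for mural cells.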

**Fig. 4:**
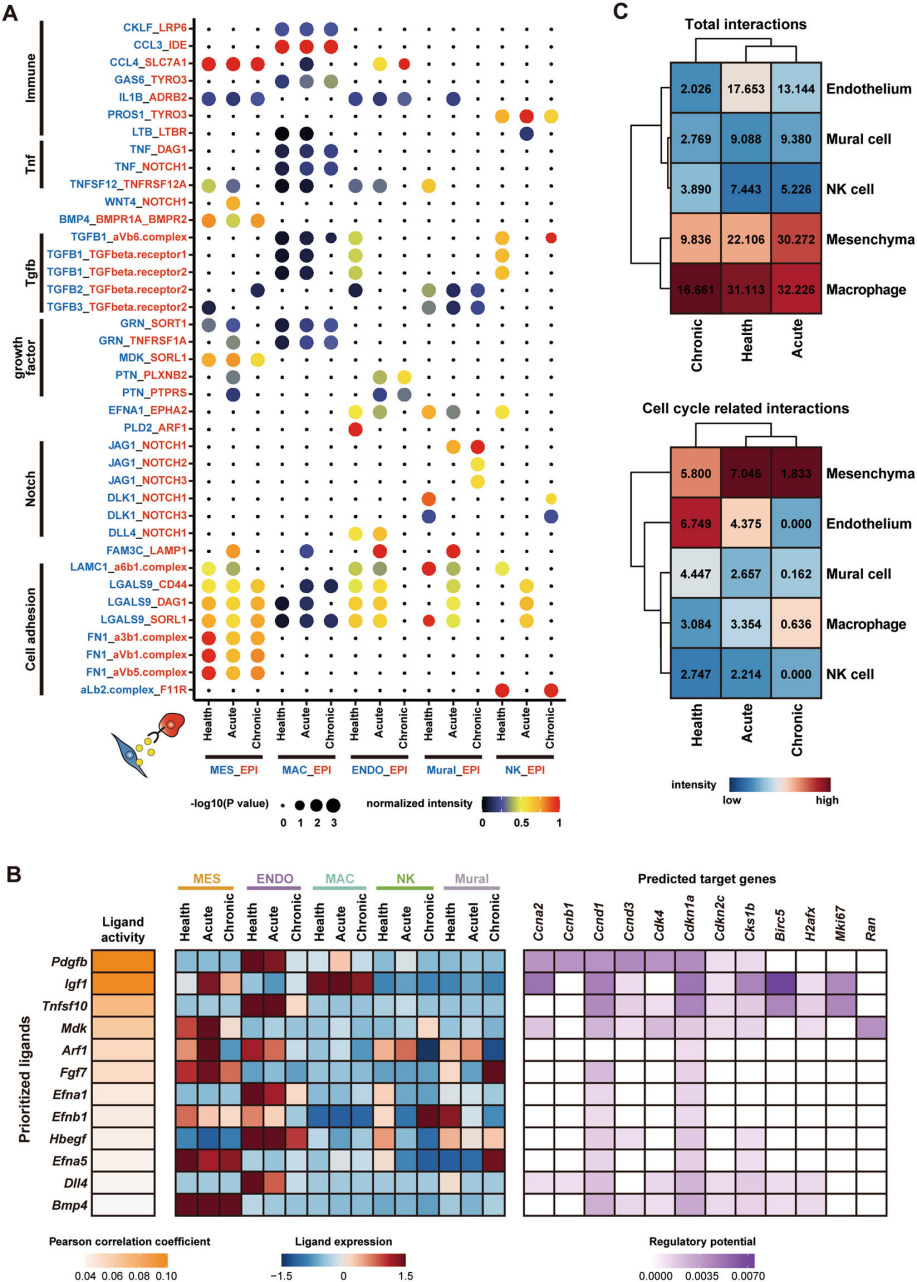
The signaling Niche of urothelium regeneration. **A** Dot plot show top5 interactions from each non-epithelial cell types to epithelial cells predicted by CellphoneDB. **B** Schematic representation of the NicheNet analysis of ligands’ influence on cell cycle entry. Ligands were predicted by CellphoneDB and the top12 potential ligands were showed. Left, heatmap show the ligands activity. Middle, heatmap show the average expression of ligands in each cell type under each condition. Right, heatmap show the potential target genes and the regulatory potential of each activated ligands. **C** Heatmap show the sum of intensity of all communications from non-epithelial cells to urothelium (top), and communications predicted to influence cell cycle entry by NicheNet algorithm (bottom). The numbers showed on the heatmap were the sum of intensity.

We next sought to assess which ligands could exert transcriptional influence on cell cycle entry of urothelial cells. The NicheNet algorithm^35^ was used to predict ligand-target regulatory potential during urothelial regeneration using a cell-cycle gene set as potential pathway targets (Table S3). Our analysis demonstrated that *Mdk*, *Fgf7*, *Bmp4* and etc. could play a significant role in the regulation of genes associated with the cell cycle activity of urothelial cells (Fig. 4B). Interestingly, we found that most of the ligands predicted to promote proliferation of urothelial cells were highly expressed in mesenchymal cells and endothelial cells, suggesting that these two stromal cell types are most likely to promote the regeneration of urothelial cells (Fig. 4B). 

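Each of the 12 ligands of Fig. 4B was ranked over the 6 cell types by its mean plain CPM over libraries with at least 20 cells of the type. For mural cells these were the acute libraries only, for NK cells the healthy libraries and acute replicate 2. Endothelial means leave out healthy replicate 2. The means thus cover different libraries, so that close orders, such as urothelial above mural cells for Arf1, are not settled. Endothelial cells had the highest level of 5 ligands (Pdgfb, Tnfsf10, Efna1, Hbegf and Dll4) and mesenchymal cells of 5 others (Mdk, Fgf7, Efnb1, Efna5 and Bmp4). Igf1 was highest in macrophages, at 154 against 95.5 CPM in mesenchymal cells, and Arf1 in urothelial cells, at 478 against 447 CPM in mural cells. Hbegf was at 815 CPM in endothelial and 616 CPM in urothelial cells, and Bmp4 at 461 CPM in mesenchymal cells. From this distribution the paper proposes that mesenchymal and endothelial cells are the stromal types most likely to promote urothelial regeneration.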

To further study the potential of each cell type on urothelial regeneration, we then calculated the sum of intensities of total communications from non-epithelial cells to urothelium, as well as the intensities of the communications predicted to influence cell cycle entry with the NicheNet algorithm. We found that, after injury, the interaction intensity from mesenchymal cells to urothelium is much stronger than that from endothelial, mural, and NK cells. In addition, the intensity of interactions that influence cell cycle entry from mesenchymal cells to urothelium is much stronger than that from other cell types after injury (Fig. 4C). These findings thus suggest that mesenchymal cells might exert the most influence on urothelial regeneration, in line with previous studies that examined the role of mesenchymal cells in bladder regeneration^5,8–10^

### Characterization of mesenchymal cell heterogeneity

The above analysis highlighted the potential role of mesenchymal cells in bladder repair. To gain a more detailed understanding of bladder mesenchymal cells, we next explored their heterogeneity by performing a second round of clustering analysis. 

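Re-clustering of the mesenchymal cells gave 9 sub-clusters, which were named from marker lists as fibroblasts (3 sub-clusters, 5360 cells), myofibroblasts (5 sub-clusters, 4452 cells) and cycling cells. By library the fibroblasts numbered 816, 1372, 322, 1622, 1194 and 34 and the myofibroblasts 1049, 368, 157, 2683, 97 and 98, in the order of healthy, acute and chronic replicates 1 and 2. The 34 fibroblasts of chronic replicate 2 and the 97 and 98 chronic myofibroblasts limit the precision of the comparisons with chronic injury.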

Using marker genes determined from other literature^22,23,36,37^, we characterized two major subtypes corresponding to fibroblasts (*Cd34*^+^*Mfap5*^+^; clusters 0, 2, 3 and 6) and myofibroblasts (*Acta2*^+^*Car3*^+^; clusters 1, 4, 5, 7, 8) (Fig. 5A, B). This analysis identified a population of cycling mesenchymal cells on the basis of the expression of proliferation markers *Hmgb2*, *Birc5*, and *Top2a* (cluster 9) (Fig. 5A, B). 

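The cycling mesenchymal sub-cluster held 107 cells, all of which passed the cycling threshold, with 25, 6, 11, 49, 16 and 0 in the healthy, acute and chronic replicates 1 and 2. They were too few per library for a comparison of genes between conditions.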

To further dissect the transcriptional difference between fibroblasts and myofibroblasts, we analyzed their transcription factor (TF) regulons using SCENIC^38^. This analysis identified a potential TF regulon underlying transcriptional divergence between fibroblasts and myofibroblasts. Fibroblasts preferentially upregulated *Twist1*, *Tbx6*, and *Nr1h3*, while myofibroblasts upregulated *Hoxa10*, *Pitx1*, and *Tcf4* regulons (Fig. 5C, D). 

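The mRNA of the transcription factors was compared between fibroblasts and myofibroblasts over 11228 genes. Regulon activity was not computed. Nr1h3 had a log2 fold change of 1.77 (standard error 0.20, adjusted p = 5.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Twist1 of 0.72 (standard error 0.19, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), both toward fibroblasts, Twist1 in 5 of 6 libraries. Toward myofibroblasts the log2 fold changes were -1.27 for Hoxa10, -0.74 for Pitx1 and -1.40 for Tcf4 (adjusted p = 3.5e-06, 3.0e-04 and 1.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tbx6 was below the minimum count for a test, with plain levels of 0.639 CPM in fibroblasts and 0.0785 CPM in myofibroblasts.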

We then performed immunofluorescence analysis and found that *Acta2*^+^ myofibroblasts were located in the upper lamina layer near the urothelium, while *Cd34*^+^ fibroblasts were located in the deeper lamina layer (Fig. 5E).

**Fig. 5:**
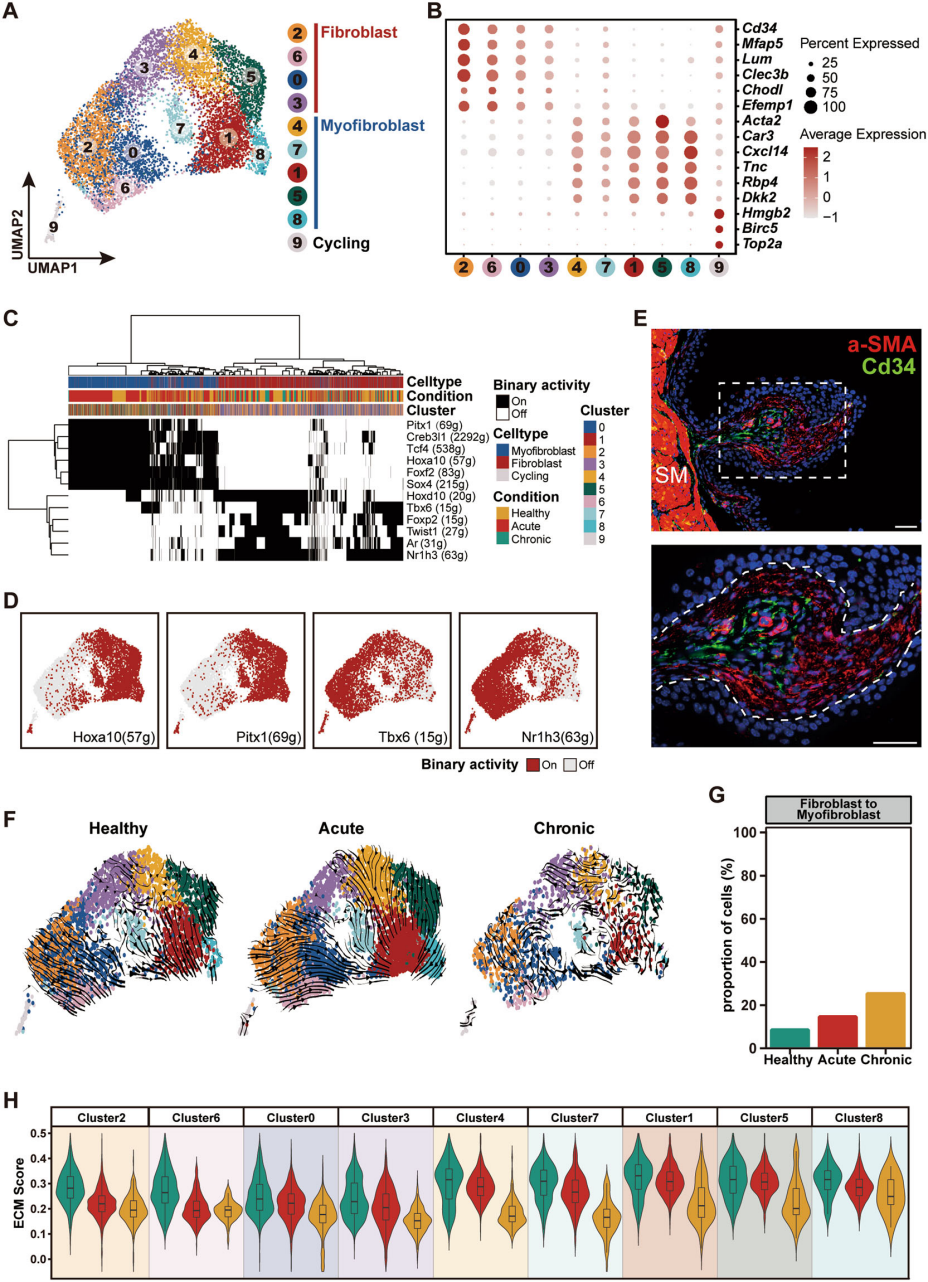
Cell diversity within the mesenchymal lineage. **A** UMAP visualization of subclustered mesenchymal cells in three conditions. **B** Dot plot shows expression of signature genes for fibroblast, myofibroblast and cycling subset in each cluster. The color represents scaled average expression of marker genes in each cluster, and the size indicates the proportion of cells expressing marker genes. **C** Heatmap of SCENIC binary regulon activities shows the distinct regulon activity between myofibroblast and fibroblast. **D** Binary activity of representative regulons for fibroblast and myofibroblast subset projected on UMAP. **E** Immunostainings of a-SMA (in red) and Cd34 (in green) on section of healthy bladder show the existence of myofibroblast and fibroblast, and their location (scale bar 50 microns). **F** RNA velocity of mesenchymal cells under each condition. Clusters are labeled with same color code as in **A**. **G** Bar plot show the proportion of fibroblast cells which can transform to myofibroblasts. **H** Violin plots show the ECM-score in each cluster under each condition. Condition are labeled with same color code as in **G**.

Chronic injury has frequently been associated with tissue fibrosis^39^, which is defined by the accumulation of excess components of the extracellular matrix (ECM). In addition, myofibroblasts play a critical role in tissue fibrosis, and a transition from fibroblasts towards myofibroblasts has been reported to be the underlying cellular mechanism of tissue fibrosis^39–44^. We next asked whether our chronic injury model can induce bladder fibrosis. Modeling cellular state transition using RNA velocity did not capture an obvious transition tendency from fibroblasts towards myofibroblasts (Fig. 5F, G). We also assessed whether serial CPP treatment can induce overproduction of ECM by measuring ECM expression scores that included collagens, glycoproteins, and proteoglycans, in accordance with a recent study^45,46^. This analysis showed that serial CPP treatment significantly downregulated the gene expression levels of ECM components in both fibroblast and myofibroblast subsets (Fig. 5H). 

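Collagens, glycoproteins and proteoglycans of the core matrisome were taken as ECM genes, of which 29 of 44, 115 of 181 and 15 of 36 were listed in all tables. Of the 128 that passed edgeR's filter in fibroblasts, 94 were lower after chronic injury, with a mean log2 fold change of -0.49 and a median of -0.50 (unadjusted p = 0.088, adjusted p = 0.26 over 4 comparisons, limma's fry rotation test), and 87 after acute injury, with a mean of -0.24 and a median of -0.33 (unadjusted p = 0.13, adjusted p = 0.26 by limma's fry). In myofibroblasts, 65 of 111 were lower after acute injury, with a mean of -0.19, and 65 of 111 after chronic injury, with a mean of -0.12 (unadjusted p = 0.42 and 0.35, adjusted p = 0.42 for both by limma's fry). Without healthy replicate 1 the myofibroblast means became 0.01 after acute and 0.07 after chronic injury, and without healthy replicate 2 the latter became 0.01. The chronic mean in myofibroblasts was -0.57 without chronic replicate 2 and, without the filter on low counts, -0.51 with 103 of 159 lower (unadjusted p = 0.36 by limma's fry). The fibroblast mean after acute injury was -0.05 without healthy replicate 1 and -0.42 without acute replicate 2. The fibroblast mean after chronic injury was -1.28 without chronic replicate 1, which leaves the library with 34 fibroblasts, and -0.28 without healthy replicate 1. Apart from leaving out a library, restricting the list to collagens moved it most of the settings tried, to -0.96 (unadjusted p = 0.027 by limma's fry). limma's camera, with an estimated correlation between genes, called 0 of the 4 comparisons, and fry called none of them. The paper concludes from lower ECM scores that serial CPP treatment lowered ECM gene expression in both classes.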

All together, these observations suggest that serial CPP treatment in our study did not appear to induce bladder fibrosis.

### Myofibroblasts play an important role in urothelial regeneration

Having analyzed the heterogeneity of bladder mesenchymal cells, we next sought to determine whether bladder mesenchymal cells play a distinct role in urothelial regeneration. CellPhoneDB analysis was thus performed for two subsets of mesenchymal cells (myofibroblasts and fibroblasts) and different subsets of urothelial cells classified by basal/luminal phenotypes and cycling states. Interestingly, this analysis identified both condition-specific and cell type-specific communications. For example, Bdnf signaling was only enriched between myofibroblasts and urothelial cells in normal conditions (Fig. 6A). 

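Bdnf (ENSMUSG00000048482) lies on chromosome 2 of GRCm38 from 109674700 to 109727007. In myofibroblasts it was at 60.4 ± 44.2 CPM (SD, n = 2) in healthy, 70.1 ± 63.1 CPM (SD, n = 2) in acutely injured and 59.4 ± 51.5 CPM (SD, n = 2) in chronically injured mucosa, with log2 fold changes against healthy mucosa of 0.04 and -0.01 (adjusted p = 1.00 and 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fibroblasts had less, with a log2 fold change against myofibroblasts of -4.06 (standard error 0.27, adjusted p = 1.1e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).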

Bmp signaling has previously been reported to promote terminal differentiation of the urothelium^9^. 

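Bmp5 (ENSMUSG00000032179) lies on chromosome 9 of GRCm38 from 75775364 to 75900310. It was at 322 ± 103 CPM (SD, n = 6) in myofibroblasts and 25.2 ± 26.8 CPM (SD, n = 6) in fibroblasts, a log2 fold change of fibroblasts against myofibroblasts of -3.61 (standard error 0.27, adjusted p = 4.6e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).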

Consistent with this, Bmp5 signaling were strongly activated between myofibroblasts and cycling intermediate cells in the acute injury condition, likely promoting the differentiation of cycling intermediate cells towards superficial cells (Fig. 6A). 

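Fgf7 (ENSMUSG00000027208) lies on chromosome 2 of GRCm38 from 126034658 to 126091185, Fgfr2 on chromosome 7 from 130162451 to 133123350 and Fgfr3 on chromosome 5 from 33721674 to 33737068. The log2 fold change of Fgf7 in mesenchymal against urothelial cells was 5.84 (standard error 0.29, adjusted p = 3.5e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in fibroblasts against myofibroblasts -0.46 (standard error 0.19, adjusted p = 0.10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In urothelial cells the log2 fold changes against healthy mucosa were -0.50 after acute and -0.80 after chronic injury for Fgfr2 (adjusted p = 0.80 and 0.58 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.25 and -0.29 for Fgfr3.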

In the acute injury condition, we also detected strong Fgf7-Fgfr2/Fgfr3 signaling between myofibroblasts and urothelial cells (Fig. 6A). According to our previous NicheNet analysis (Fig. 4B), *Fgf7* might promote urothelial cell proliferation. We next tested the functional impact of Fgf7-Fgfr2/Fgfr3 during bladder regeneration in vivo by administering BGJ398, an inhibitor of Fgfr2 and Fgfr3 (Fig. 6B). This experiment showed that inhibition of Fgf7 signaling significantly decreased the proportion of cycling urothelium after injury (Fig. 6C, D), supporting a proliferation-promoting role of Fgf7-Fgfr2/Fgfr3 in bladder regeneration. Altogether, our data demonstrates that epithelial-myofibroblast crosstalk plays a critical role in urothelial homeostasis and repair and suggests that *Acta2*^*+*^*Car3*^*+*^ myofibroblasts function as a proliferation niche by producing Fgf7.

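In myofibroblasts Fgf7 was at 31.1 ± 5.40 CPM (SD, n = 2) after acute injury and 38.1 ± 17.2 CPM (SD, n = 2) in healthy mucosa, a log2 fold change of -0.28 (standard error 0.41, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it ranged from -0.73 to 0.22, the latter without healthy replicate 2. The acute response of Fgf7 in myofibroblasts minus that in fibroblasts was -0.83 on the log2 scale (unadjusted p = 0.033 from edgeR's quasi-likelihood test), and 0 of 11228 genes differed in this response at an adjusted p below 0.05, with 415 at an unadjusted p below 0.05, while DESeq2 called 1. The value was -0.72 with DESeq2 (unadjusted p = 0.22) and between -1.14 without healthy replicate 1 and -0.12 without acute replicate 2. From the predicted signaling and the effect of the receptor inhibitor, the paper proposes that myofibroblasts form a proliferation niche by producing Fgf7.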

**Fig. 6:**
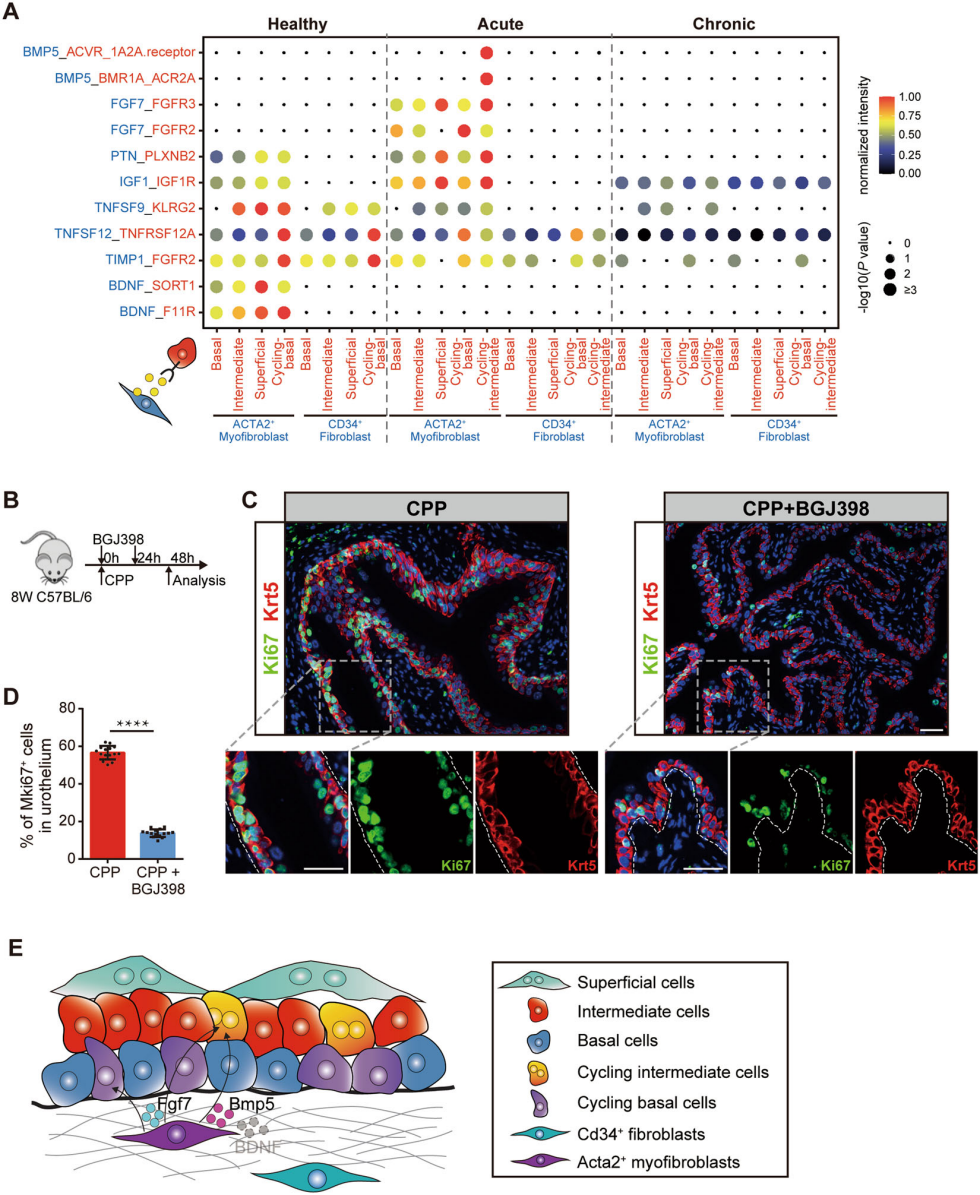
Cell-cell communication network regulates urothelial regeneration. **A** Dot plot shows specific ligand-receptor pairs between mesenchymal cells and epithelial cells in three conditions. **B** Schematic showing experimental design for assessing proliferating inhibition by Fgf-signaling blocking. **C** Immunostainings of Krt5 (in red) and Ki67 (in green) on sections of control (left) and BGJ398 treatment (right) CPP-injured bladder (scale bar 50 microns). **D** Bar plot shows the percentage of Ki67 positive cells in urothelial cells (*n* = 15 per condition, mean with SD, *t*-test, ****p < 0.0001). **E** Diagram of the main ligand-receptor interactions worked in bladder regeneration.

## Discussion

Although bladder urothelial injury patterns after CPP exposure have been widely examined in rodent models, this process is still poorly understood at the single-cell level. In this study, we report 50 404 single-cell transcriptomes of bladder mucosa under healthy, acute, and chronic conditions. We identified 23 transcriptionally distinct subpopulations of cells, including epithelial, mesenchymal, endothelial, macrophage, mural, and NK cells. Using this dataset, we unmasked the heterogeneity and lineage relationship of cycling urothelial cells. We also deciphered the niche mediating urothelial regeneration and identified a subset of *Acta2*^+^ myofibroblast cells that might play a critical role in urothelial regeneration.

Genetic lineage tracing studies and pulse-chase analyses suggest that both intermediate and basal cells can produce superficial daughters, depending on the conditions^5–11^. We previously identified a population of bi-nucleated intermediate cells and demonstrated that this population serves as the direct progenitor for superficial cell regeneration. Here, the findings of our single-cell trajectory analyses agree well with these observations (Fig. 3D and E). Our study thus provides fundamental insights into lineage relationships during urothelial cell regeneration. Moreover, the single-cell analysis also confirmed the cell cycle disparities between basal and intermediate cells. Our data suggests that the high expression of cell adhesion molecular genes in basal cells may be caused by the fact that basal cells undergo more complete divisions compared with intermediate cells (Fig. 3A–C and Fig. S3). Nevertheless, future studies in this area will be needed to determine the key factors that affect the division modes of urothelial progenitor subsets.

Tissue regeneration is guided by cell-cell communication between multiple cell types. In the bladder, stromal cells are critical for urothelial proliferation and differentiation^5,8,9,47,48^. However, a clear description of stromal cell types and cell-cell communication during bladder regeneration remains to be determined. Here, we found a group of myofibroblasts (*Acta2*^+^*Car3*^+^) that could have the most significant influence on urothelial cell proliferation (Fig. 6). Using immunofluorescence staining, myofibroblasts were found located near the epithelial layer (Fig. 5E). Single-cell analysis suggested that myofibroblasts significantly upregulated the expression of several signaling ligands, including *Bmp5*, *Igf*, and *Fgf7*, after acute injury. 

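In myofibroblasts Bmp5 was at 383 ± 50.4 CPM (SD, n = 2) after acute injury and 298 ± 88.2 CPM (SD, n = 2) in healthy mucosa, a log2 fold change of 0.35 (standard error 0.42, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Igf1 at 140.4 ± 36.3 CPM (SD, n = 2) and 86.7 ± 60.9 CPM (SD, n = 2), a log2 fold change of 0.75 (standard error 0.55, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Igf2 was below the minimum count for a test, with 0 to 19 UMIs per library. Of 8288 genes tested in myofibroblasts, 3 had an adjusted p below 0.05 after acute injury by edgeR, the globin genes Hba-a1, Hba-a2 and Hbb-bs, of which Hba-a1 and Hba-a2 were picked out after their values were seen, and 245 an unadjusted p below 0.05. After chronic injury 0 genes had an adjusted p below 0.05 and 555 an unadjusted p below 0.05, and DESeq2 called 8 and 16 genes after acute and chronic injury. The acute count rose to 38 without acute replicate 1 and to 9 without healthy replicate 1, and was 0 without either chronic library. The chronic count was 6 without acute replicate 1, 4 without acute replicate 2 and 2 without healthy replicate 2.

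**Figure D4:**
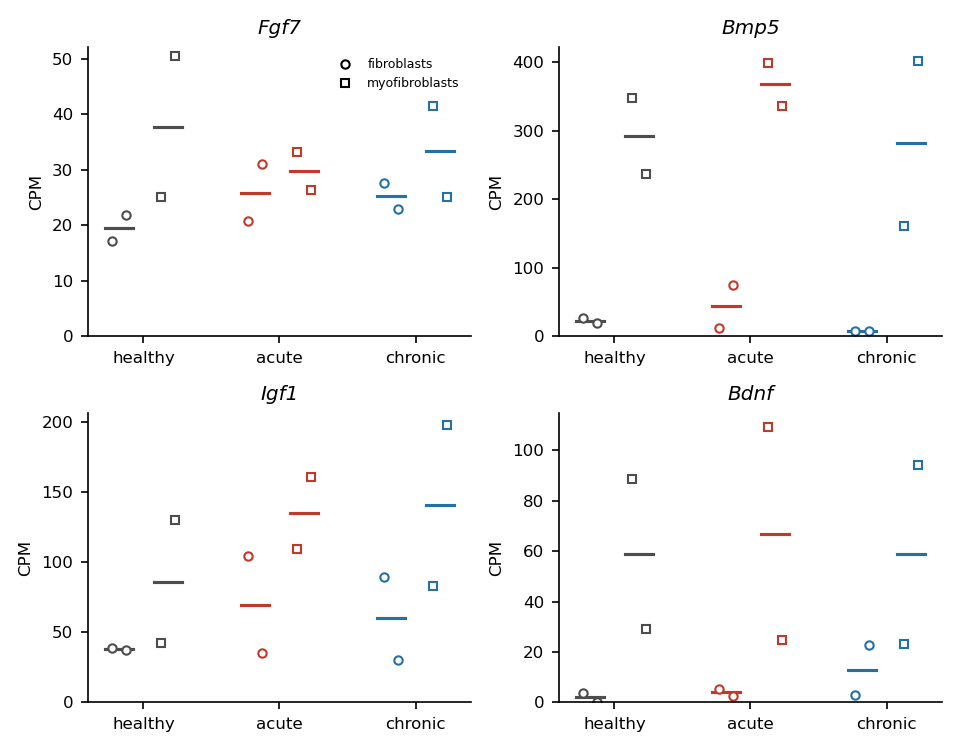
Plain CPM of Fgf7, Bmp5, Igf1 and Bdnf in fibroblasts (circles) and myofibroblasts (squares) by condition. Points are libraries and horizontal lines the means of 2 libraries. The Fgf7 levels of myofibroblasts in the 3 conditions overlap.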

Notably, both Bmp and Fgfr signaling have been demonstrated to participate in urothelial cell regeneration^9,47,48^. In current study, we selected and validated Fgf7-Fgfr signaling using the Fgfr inhibitor BGJ398. Blocking Fgfr signaling significantly reduces the number of Ki67^+^ proliferating cells in the urothelial layer, verifying the predicted results of cell communication analysis (Fig. 6B–D). Further investigations of the roles of other crosstalk during bladder regeneration would be very intriguing. Moreover, the stromal cell analysis in this study showed that serial CPP treatment did not induce bladder fibrosis, as no fibroblast-myofibroblast transition, or ECM accumulation were observed under the chronic condition (Fig. 5F−H).

In summary, our study provides a valuable single-cell resource for deciphering the cellular heterogeneity of bladder mucosa after injury and has considerably improved our understanding of cellular mechanisms during bladder regeneration. In addition, our finding that myofibroblasts play an important role during chemically induced bladder regeneration may also shed light on exploring cellular mechanisms underlying chemotherapy resistance of bladder cancer.

## Materials and methods

### Animals

8-week wild-type (WT) C57BL mice were purchased from Charles River (Beijing, China) and maintained in the Specific-Pathogen-Free Animal Research Centre of Renji Hospital. The animal experiments were approved by the Animal Research Ethics Committee of Renji Hospital, School of Medicine, Shanghai Jiao Tong University. The group separation of animals was randomly and no blinding was done.

### Chemical Injury

Chemical injury of the bladder was induced by intraperitoneal injection of a CPP (Sigma-Aldrich, USA; catalog #C7397) solution in phosphate-buffered saline (PBS, 15 mg/ml). CPP was administered in two different protocols^19–21^. For the acute injury, 150 mg/kg CPP was administered. Bladders were collected 48 h after CPP injection. In the case of chronic injury, 75 mg/kg CPP was administered every third for a total of four injections. Bladders were harvested 48 h after the last round of injection. Each group of animals included males and females, and analysis was performed on at least *n* = 3 control and experimental animals for each condition.

### Fgfr-inhibitor treatment

BGJ398 (meilunbio, China; catalog # MB5516) was formulated as a suspension in PEG300/D5W (2:1, v/v) and administered orally 0 h before and 24 h after the CPP treatment at the dose of 20 mg/kg. Animals were sacrificed 24 h later.

### Immunofluorescence and antibodies

Bladders were embedded in paraffin and 5 μm sections were obtained. After deparaffinating, rehydrating and antigen retrieval, sections were blocked with 10% donkey serum for 1 h at room temperature. After blocking, specimens were incubated with the primary antibodies diluted in 1% donkey serum at 4 °C overnight. The next day, slides were washed with PBS 3 times for 10 min each and secondary antibodies were applied for 2 h at room temperature. The following primary antibodies and concentrations were used in these studies: mouse anti-E-Cadherin (1:300, BD #610181, USA), mouse anti-Ki67 (1:400, Cell signaling #9449, USA), rabbit anti-Ki67 (1:150, Abcam #ab15580, UK), mouse anti-CK20 (1:250, Dako #M7019, Denmark), rabbit anti-SPRR2F (1: 50, proteintech #24648-1-AP, USA), rabbit anti-UPK1A (1: 300, Sigma #HPA049879), mouse anti-p63 (1:100, Santa Cruz #sc-71826, USA), rabbit anti-CK5 (1:200, Abcam #ab52035), mouse anti-α-SMA (1:200, Arigo #SQab1735, China), rabbit anti-CD34 (1: 200, Abcam #ab81289). The following secondary antibodies and concentrations were used in our studies: Jackson ImmunoResearch (PA, USA) Alexa Fluor 488 donkey anti-rabbit IgG (711-545-152; 1:600), Alexa Fluor 488 donkey anti- mouse (715-545-150; 1:600), Alexa Fluor 594 donkey anti- rabbit IgG (711-585-152; 1:500), Alexa Fluor 594 donkey anti-mouse IgG (715-585-151; 1:500), Alexa Fluor 647-conjugated donkey anti-mouse IgG (715-605-150; 1:300).

### Imaging

All images were captured on Leica TCS SP5 inverted confocal (Leica, Germany) and Leica DM2500 (Leica). Image processing and cell counts were performed using ImageJ.

### Single-cell isolation and preparation of suspensions

Bladders were collected from normal adult mice, acute injured mice and chronic injured mice. The mucosal layer was obtained by the methods described previously with slight modifications^49^. The collected bladders were cut in half. The boundary between mucosa and detrusor was found under the microdissection microscope. Using one forceps to hold the detrusor, and the other to hold the mucosa, peel the mucosa away from the detrusor carefully. The mucosal layer was cut into pieces and enzymatically digested with collagenase IV (Gibco, USA; catalog # 17104019) and DNase I (Sigma; catalog # AMPD1) for 30 min at 37 °C, with agitation. After digestion, samples were sieved through a 70-μm cell strainer, washed with 1% BSA and 2 mM EDTA in PBS, and centrifuged for 8 min at 500×g. Single cell suspensions were run through Lympholyte-H separation (Cedarlane, Canada; catalog # CL5020) to remove RBCs and debris according to manufacturer’s specifications. Pelleted cells were then re-suspended in PBS with 1% BSA and assessed for viability and size using a Countess instrument (Thermo, USA).

### Single cell Library preparation and sequencing

To capture individual cells, we utilized the Chromium Single Cell 3’ Reagent Version 2 Kit (10X Genomics, USA). 6 000 cells were targeted for capture per sample. Then, cell suspension of each sample was run in the Chromium Controller with appropriate reagents to generate single cell gel bead-in-emulsions (GEMs) for sample and cell barcoding. Amplified cDNA and final libraries were evaluated on an Agilent BioAnalyzer using a High Sensitivity DNA Kit (Agilent Technologies, CA, USA). The libraries were then pooled and sequenced on NovaSeq 6000 (Illumina, CA, USA) at a depth of ~400 M reads per sample.

### scRNA-seq data preprocessing and quality control

Raw sequencing data were converted to FASTQ files with Illumina bcl2fastq, version 2.19.1 and aligned to the *Mus musculus* genome reference sequence (mm10). The Cell Ranger (10X Genomics, 2.1.1 version) analysis pipeline was used to sample demultiplexing, barcode processing and single-cell 3′gene counting to generate a digital gene-cell matrix from these data. Then, the gene expression matrix was processed and analyzed by Seurat package^50^. We performed Seurat-based filtering of cells based on the number of detected genes per cell (> 500) and the percentage of mitochondrial genes expressed (<10%). The mitochondrial genes and ribosomal genes were also removed from the gene expression matrix.

### Filtering cell doublets

Doublets of scRNA-seq were excluded by first using *DoubletFinder*^51^ and then estimating if our dataset included any clusters enriched for cell doublets based on the expression patterns of cell type–specific markers.

The basic information for single cell datasets of all samples is shown in Fig. S1A.

### Batch effect removing, dimensionality reduction, clustering and visualization

After quality control, SCTransform normalization was performed separately for each dataset. Since data from six samples were processed and sequenced in batches, batch number was used to remove potential batch effect. In this process, 3000 features which were selected by *SelectIntegrationFeatures* function were used to create potential Anchors with *FindIntegrationAnchors* function of Seurat. Subsequently, *IntegrateData* function was used to integrate data and create a new matrix with 3000 features, in which potential batch effect was regressed out.

To reduce the dimensionality of the scRNA-Seq dataset, principal component analysis (PCA) was performed on an integrated data matrix.

Clustering was then performed using graph-based clustering and visualized using t-SNE with Seurat function *RunTSNE* or UMAP with Seurat function *RunUMAP*.

### Cell type annotation

Conventional markers described in previous studies were used to categorize every cluster into a known biological cell type: urothelial cells (*Cdh1*, *Epcam* and *Gata3*), mesenchymal cells (*Vimentin*, *Sparc* and *Dcn*), endothelial cells (*Pecam1*), macrophage (*Cd68* and *Cd83*), mural cells (*Cspg4*) and NK cells (*Hcst* and *Ltb*).

### Estimation of basal/luminal identity of urothelium subsets

As urothelium usually been divided into basal, intermediate and superficial subsets by cytokeratin and uroplakins, we calculated the *Pearson* coefficient for gene expression of cytokeratin, uroplakins and other known markers such as *Itga6*, *Trp63* and *Foxa1* in urothelium. We determined two gene sets that can be used to identify luminal cells (intermediate and superficial cells) and basal cells respectively (Fig. S2A). Then we used the *AddModuleScore* function in the Seurat R package to score epithelial cells with the two gene sets^52,53^. Single cells were assigned to different cell types based on the maximum expression score.

### Estimation of proliferation status

To measure the proliferation status of single cell, we scored cells using a set of characteristic genes involved in cell-cycle including 43 G1/S and 54 G2/M cell cycle genes^54^. Cycling cells were defined to be the ones with high G1/S score or G2/M score, and non-cycling cells were the ones with low G1/S and G2/M scores. Data-derived thresholds of 2 MADs above the median were used to decide whether a score is high or low as previously described^55^.

### Differential gene expression analysis

Differentially expressed genes (DEGs) were determined with the *FindMarkers* / *FindAllMarkers* function from the Seurat package (one-tailed Wilcoxon rank sum test, *p*-values adjusted for multiple testing using the Bonferroni correction). For computing DEGs, all genes were probed provided they were expressed in at least 10% of cells in either of the two populations compared and the expression difference on a natural log scale was at least 0.1.

### Pseudotime trajectory analysis by monocle3

Monole3^31–33^ was performed on urothelial cells from three conditions to uncover the pseudotime trajectory of bladder epithelium. Dimensionality reduction and trajectories was done by standard workflow and default parameters. For both branch1 and branch2, we set node in S phase as the root node to calculate the pseudo time using the *order_cells* function.

To draw the kinetics plot of G2M-score of cycling basal cells and cycling intermediate cells across pseudo time in Fig. 3H, we choose cells which pseudo time less than 3.5, as all basal cells and more than 95% intermediate cells are in this range, and the pseudo time of over 90% superficial cells are bigger than 3.5.

### Inferring cell state transition by RNA velocity

RNA velocities were predicted using scVelo in python program^56^. Briefly, spliced/unspliced reads were annotated by velocyto.py with CellRanger (version 2.2.0), generating BAM files and an accompanying GTF; they were then saved in.loom files. The.loom files were loaded to the scvelo python pipeline using *scv.read* function and they generated count matrices for spliced and unspliced reads. Next, the count matrices were size-normalized to the median of total molecules across cells. The top 3 000 highly variable genes were selected out of those that pass a minimum threshold of 10 expressed counts commonly for spliced and unspliced mRNA. Considering that the assumptions of a common splicing rate and the observation of the full splicing dynamics with steady-state mRNA levels were often violated, we used the function *recover_dynamics*, a likelihood-based dynamical model, to break these restrictions. Finally, the directional flow was visualized as streamlines in the UMAP embedding.

To quantify the cell state transition probability, we calculated the velocity-based cell transition matrix by the *transition_matrix()* function from scvelo, of which the element was the *Pearson* correlation coefficient between the velocity vector and cell state difference vectors of the column cell. We defined the destination of a cell by identifying the highest correlation value.

### SCENIC analysis

Active TFs and their gene targets in the mesenchymal cells were inferred using python package “pySCENIC”^57^. The co-expression modules were run by GRNBoost (SCENIC version 0.1.5). The motifs database for *Mus musculus* was downloaded from the website https://pyscenic.readthedocs.io/en/latest/. The input gene matrix was the non-normalized gene matrix of mesenchymal cells. The activity of the regulons is scored and binarized with AUCell, which effectively determines whether the genes in each regulon are enriched in each cell using the distribution of regulon activity across all cells in the dataset.

### Pathway analysis

GO enrichment analysis was performed on DEGs using clusterProfiler^58^ with pvalueCutoff = 0.01 and qvalueCutoff = 0.05 as the cut-off criteria.

### Cell–cell communication analysis with CellPhoneDB 2

We applied CellPhoneDB^15,34^ to our data to infer ligand-receptor interactions present between urothelium and non-urothelial cells (mesenchymal cells, endothelial cells, macrophages, NK cells and mural cells, for Fig. 4), as well as epithelial subsets and mesenchymal subsets (basal, intermediate, superfacial, cycling basal, cycling intermediate, *Cd34*^+^ fibroblast and *Acta2*^+^ myofibroblast, for Fig. 6). Cells from six samples were clustered by cell type and conditions. Interaction pairs have P-values < 0.05 returned by CellPhoneDB, were selected for the evaluation of relationships between cell types. The mice gene were transformed to human gene using Biomart, and non-log-transformed UMI counts were used as the expression values for receptors and ligands.

### NicheNet analysis

We applied NicheNet^35^ to predict the transcriptional influence on cell cycle entry of ligands within stromal cells. Epithelial cells were defined as receiver population, and mesenchymal cells, endothelial cells, macrophages, mural cells and NK cells were defined as sender populations. Gene sets of interest were defined based on differential gene expression analysis of cycling urothelium (avg_logFC > 0.25; expressed in at least 10% of cycling urothelium) and purified by intersecting with cell cycle-related gene list (downloaded from Ensembl BioMart). The detailed interest gene set was shown in Table S3. A background gene set includes all other genes that were not differentially expressed between these populations. NicheNet’s ligand-target model was converted from human to mouse genes using the *convert_human_to_mouse_symbols* function. Activities of ligands identified in our CellPhoneDB analysis were ranked by calculating *Pearson*’s correlation coefficients of the ligand-target regulatory potential scores for each ligand and the target indicator vector, which defines a gene as present or absent within the gene set of interest.

### Quantification and statistical analysis

Statistical analysis was performed using R (version 3.4.3) and GraphPad Prism (GraphPad Software Inc., CA, USA; version 7.04). Detailed descriptions of statistical tests are specified in the results section and in the Figure legends.

## Supplementary information

Supplementary Figure legends

Fig.S1 Single-Cell RNA-Seq data features and cell type annotation.

Fig.S2 Heterogeneity of urothelial cells.

Fig.S3 Cell cycle difference between basal and intermediate cells

Table S1

Table S2

Table S3

Table S4

## Data Availability

All relevant data are available from the authors. Single-cell RNA-seq are available in the Short Read Archive under accession number GSE164557.

# Supplementary material for: Single-cell analysis reveals urothelial cell heterogeneity and regenerative cues following cyclophosphamide-induced bladder injury
**Source:** Cell Death Dis. 2021 May 5;12(5):446. doi: 10.1038/s41419-021-03740-6
**Supplement:** Supplementary file 1 — Supplementary Figure legends

**Supplementary Figure 1. Single-Cell RNA-Seq data features and cell type annotation.** (A) Table of sample information. (B) Violin plots show number of UMIs (left) and genes (right) detected in each sample were similar. (C) Feature plots show expression of signature genes for each cell type. Cells are colored by gene expression.

**Supplementary Figure 2. Heterogeneity of urothelial cells.** (A) Heatmap shows the *Pearson* coefficient for gene expression of cytokeratin, uroplakins and other known markers such as *Itga6*, *Trp63* and *Foxa1* in urothelium. (B) UMAP visualization colored by basal and luminal scores. (C) Bar plot show the cell proportion of cells under each condition in each cluster.

**Supplementary Figure 3. Cell cycle difference between basal and intermediate cells.** (A) Scatter plot show G2/M score of cycling basal and cycling intermediate subset. Cells are colored by G2/M score and shaped by cell type. (B) Expression of genes linked to cell adhesion in each epithelial subset.

How the deposited data were processed for this re-analysis (not part of the article)

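Droplet-based single-cell RNA sequencing data of mouse bladder mucosa were analysed in 6 libraries, 2 each from healthy, acutely injured and chronically injured mice. The authors counted UMIs per gene and cell with Cell Ranger and deposited raw UMI counts, whole numbers without normalization, as 1 table per library. In none of the tables did a cell exceed about 10% mitochondrial UMIs, so cells above this share were already absent. The tables of healthy replicate 1 and acute replicate 1 list no genes seen in fewer than about 0.1% of the cells, the table of healthy replicate 1 stops in the middle of its last line, and acute replicate 2 was annotated with a newer gene set. Genes were therefore limited to those listed in all tables, a choice made after the tables were seen.

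The libraries held 88810288, 79829000, 74954432, 111985680, 69211984 and 54604108 UMIs (healthy, acute and chronic replicates 1 and 2 in this order), and the median UMIs per cell before filtering were 9138, 7237, 9041, 5747, 5530 and 8665. The median genes per cell ranged from 1767 to 2274. Percentages of cells were given with 95% Wilson intervals where single libraries were reported, which cover counting error only. Cells with over 500 genes and under 10% mitochondrial UMIs were kept, as in the methods of the paper.

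Doublets were scored with the Scrublet method in scanpy 1.11.5 and the highest scores were called at the rate of 0.8% per 1000 cells that passed the filter. Scrublet's automatic threshold had been looked at as well and called between 0 and 19 cells per library, so it was kept as an alternative. Clusters in which more than 33.3% of the cells were called doublets were left out, which removed 1 cluster with 1.68% to 5.21% of the cells of each library. In that cluster 92.1% of the cells carried at least 3 markers of both urothelial and mesenchymal cells, against 62.3% of the called doublets and 38.9% of the cells kept. The paper removed doublets with DoubletFinder and by marker genes, which was not repeated.

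Each library was normalized with sctransform 0.4.2 and the libraries were integrated with Seurat 5.3.0 in R 4.3.3 over 3000 features, by reciprocal principal components and 50 integrated components, where the paper used IntegrateData. The 45 genes that the paper names were kept out of these features. Neighbors (20) and Leiden clusters (leidenalg 0.10.2, igraph 0.11.9, resolution 0.8, 30 components) were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. Each cluster was given the type with the most markers detected (at least 3), ties going to the higher mean marker level, and a second form of this naming rule replaced the first after the clusters were seen. Urothelial cells and mesenchymal cells were clustered again. A urothelial sub-cluster was superficial where the mean z score of its superficial markers exceeded 1 and its cells were not mostly cycling, a rule settled after the sub-clusters were seen. It left out 1 mostly cycling sub-cluster, with 15, 9, 453, 208, 159 and 126 cells per library. Cells were scored against 100 control genes from 24 bins of expression and called cycling above the median plus 2 MADs of either score over all cells.

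For gene expression, UMIs were summed per library and class of at least 20 cells. Groups were compared with edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood test) and Benjamini-Hochberg adjustment at 0.05 over the genes tested, and with DESeq2 1.42.0 as an alternative. Gene sets were tested with fry, and camera, in limma 3.58.1. The lists were the S and G2/M genes of the paper's methods, the cell cycle genes of Table S3, the ligands of Fig. 4B, ECM genes of the core matrisome, p53 targets (18 of 20 found), immediate-early genes (21 of 22 found), 4 Y-linked genes and Xist. Shares and scores were compared between libraries with exact permutation tests. In simulated data with 200 genes changed 4-fold, edgeR recovered 71.0% of them in urothelial cells, 67.5% in fibroblasts and 61.0% in myofibroblasts, with 13, 15 and 12 unchanged genes called. Each simulated gene varied on its own, without shifts shared by many genes between libraries of a condition. The real libraries had such differences, as in the acute cycling shares of 26.0% and 14.5%. The simulation therefore does not show what share of 4-fold changes would be found in the real comparisons.

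Genes are named by a rule set before the data were examined: every gene the paper names, and for each class and injury the 2 largest rises and the 2 largest falls with an adjusted p below 0.05, a mean of at least 50 CPM and both injured libraries on the same side of both healthy libraries. Genes outside it are said to be picked out after their values were seen.

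Alternatives set before the data were examined were a stricter filter (over 1000 genes, under 5% mitochondrial UMIs, with the same clusters and scores), doublets kept, clustering without integration, a cycling threshold of 4 MADs, cells thinned to 2000 UMIs, classes called by cluster, fibroblasts and myofibroblasts called by cell, 50 neighbors, no filter on low counts, DESeq2, edgeR with DESeq2's size factors, only the groups compared in the fit, no library block, the replicate number as a block, collagens alone, camera, and each library left out in turn. Alternatives added after the data were seen were doublets at Scrublet's automatic threshold, urothelial cells without clusters led by markers of another type, and neighbors without the cycling sub-cluster with superficial markers. The 1 urothelial cluster that the rule on markers of another type left out was that with most of the superficial cells, so this setting mainly removes superficial cells. Thinning entered the scores and the basal, intermediate and cycling calls. It did not enter the superficial calls, the components used for neighbors or the UMIs summed for gene expression. No setting was chosen for its closeness to the paper. Pseudotime, RNA velocity, regulons, gene ontology terms and ligand-receptor predictions were not analysed here, nor were immunostainings and the inhibitor experiment, which are not sequencing data. Mural cells were too few to compare between conditions.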

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

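The tests on dissociation, on red blood cell RNA and on other sources of Gm26870 were chosen only after the result was seen.

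p53 target genes, which the paper does not discuss, were higher after CPP in all 3 classes tested. Over urothelial cells after acute injury their mean log2 change was 1.39 with 18 of 18 higher (unadjusted p = 0.041, adjusted p = 0.061 over 6 comparisons, limma's fry rotation test), and after chronic injury 1.15 (unadjusted p = 0.060 by limma's fry). In fibroblasts it was 1.64 after acute injury with 17 of 18 higher and 1.66 after chronic injury with 18 of 18 (unadjusted p = 0.0036 and 0.0041, adjusted p = 0.012 for both by limma's fry). In myofibroblasts it was 1.86 after chronic injury with 14 of 15 higher (unadjusted p = 0.023, adjusted p = 0.045 by limma's fry) and 1.01 after acute injury (unadjusted p = 0.13 by limma's fry). Without the genes shared with cell cycle lists the urothelial mean after acute injury was 1.32.

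For urothelial cells a higher share of cycling cells is argued against, since in non-cycling urothelial cells the mean after acute injury was still 0.97. In fibroblasts and myofibroblasts non-cycling cells were not tested, so a higher share of cycling cells stays open there. The cell cycle genes of Table S3 changed in fibroblasts by means of 1.11 after acute and 0.83 after chronic injury (59 and 44 of 68 higher). In myofibroblasts the means were 0.16 and 0.12. A stronger dissociation response in the injured libraries is argued against for urothelial cells, since immediate-early genes changed there by a mean log2 of -0.26 after acute injury and were lower in 4 of 4 injured libraries. For fibroblasts a dissociation response and an effect of CPP cannot be told apart, because immediate-early genes were higher than in the healthy libraries in acute replicate 1 and chronic replicate 1, by means of 0.35 and 0.40, and lower in acute replicate 2 and chronic replicate 2, by -1.06 and -0.08. The same holds for myofibroblasts after chronic injury, where they rose by a mean of 0.55. DNA damage by CPP, the treatment of these mice, stays open. The targets were higher than in healthy mucosa in each of the 4 injured libraries and 3 classes, by at least 0.51, but this is the rise itself and does not separate DNA damage from other reasons for it. Free RNA and depth were not tested for this pattern.

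Ltc4s (leukotriene C4 synthase), which the paper does not report, was higher in fibroblasts by a log2 of 5.15 after acute injury and 4.99 after chronic injury (adjusted p = 0.0050 and 0.0077 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 4 of 4 injured libraries. Without integration Ltc4s did not pass the threshold after either injury. With only the groups compared it did not pass after acute injury. Free RNA from urothelial cells is argued against by a level of at most 5.64 CPM in urothelial cells of the injured libraries, against 85.1 and 81.4 plain CPM in fibroblasts after acute and chronic injury. Macrophages carry more Ltc4s, with 471 and 334 CPM. Their genes C1qa and Lyz2 changed in fibroblasts after acute injury by a log2 of 0.52 and -0.56, against 5.15 for Ltc4s (unadjusted p = 0.40 and 0.33 for C1qa and Lyz2 from edgeR's quasi-likelihood test). For chronic injury the values of these genes are not given, so free RNA from macrophages stays open there. An effect of CPP on fibroblasts and a change in which fibroblasts were captured stay open.

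Gm26870, a long noncoding RNA that the paper does not report, was higher in fibroblasts by a log2 of 5.82 after acute and 7.61 after chronic injury (adjusted p = 0.045 and 0.0077 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Healthy fibroblasts held 4 UMIs of it in all, against 164 after acute and 516 after chronic injury, which gives ratios of 55.0 (95% exact interval 21.1 to 204) and 295 (115 to 1087) with depth taken into account. These intervals pool the libraries of a condition and cover counting error only, not differences between libraries. For chronic injury free RNA from another class is argued against, since the highest mean outside the mesenchyma was 42 CPM in chronic macrophages, against 132 CPM in chronic fibroblasts. For acute injury the level in fibroblasts is not set against it here, so free RNA stays open there. Reads shared with similar sequences elsewhere in the genome were not tested and stay open. In fibroblasts 8 of 11066 genes had an adjusted p below 0.05 after acute injury and 2, Gm26870 and Ltc4s, after chronic injury by edgeR, with 394 and 677 at an unadjusted p below 0.05 and 31 and 27 called by DESeq2. Without integration 0 genes were called after acute and 0 after chronic injury, and with only the groups compared 0 after acute injury. The calls of Gm26870 and Ltc4s were lost there. The acute count rose to 61 without acute replicate 1 and fell to 1 without healthy replicate 2, 2 without chronic replicate 1 or without chronic replicate 2 and 4 without healthy replicate 1. The chronic count rose to 17 without acute replicate 1 and to 15 without acute replicate 2, and was 1 without either chronic library.

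Hbb-bs fell in myofibroblasts after acute injury by a log2 of -9.40 (adjusted p = 0.035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Free RNA from red blood cells is consistent with this, because globin UMIs lay in 29.8% and 46.7% of the urothelial cells of the healthy libraries, a class that should lack them, and in 1.35% and 0.439% of those of the acute libraries. In the myofibroblasts of healthy replicate 2, 43.5% of the cells held a globin UMI and 7.18% of the UMIs lay in 5 cells. In those of healthy replicate 1, 93.8% of the 2865 globin UMIs lay in 5 cells, so that red blood cells captured with a few cells stay open there as well, and the size of the fall depends on these cells. No biological change of myofibroblasts was tested.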

How the results depend on the processing

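The settings with doublets at Scrublet's automatic threshold, without clusters led by markers of another type and without the cycling sub-cluster with superficial markers were chosen only after the data were seen. Of 208 values of 23 results under all alternative settings, these 3 included, 179 kept their direction and side of the threshold or, for numbers of genes changed, stayed within 1.5 times, 23 moved, 5 reversed and 1 became stronger. For values with each library left out, 92 of 122 were unchanged in this sense, 22 moved and 8 reversed. A number within this range does not say which genes changed. After acute injury in myofibroblasts 0 genes were higher and 3 lower, but 3 higher and 1 lower without acute replicate 2. For shares, scores and neighbors only a reversal could count as a change, because their exact permutation tests cannot go below 0.05. The difference in superficial neighbors could hardly reverse, and its fall from 22.4 to 0.566 percentage points counted as unchanged. The tally is therefore no measure of how stable these results are in size. Where no reason is given for a change, the cause was not tested.

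The differences in cycling share and G2/M score, and Ugt2b34 and Itgb1 between classes, kept their direction under every setting tried for them. The chronic decrease of the mesenchymal share did so as well. The difference in superficial neighbors could not reverse, as cycling basal cells had at most 0.0551% of them, and it fell from 22.4 to 0.566 percentage points without the cycling sub-cluster with superficial markers, a removal that by its rule takes out the cells most like superficial ones. Against the superficial share of non-cycling cells, the share for cycling intermediate cells was lower in chronic replicate 1 (10.6% and 11.1%). It was lower there also with the stricter filter, with doublets kept and at the automatic threshold. With cells called from thinned counts it was lower there too, but the neighbors were found at full depth, so depth was not tested. In acute replicate 2 it was lower without integration (2.84% and 12.9%). The share was lower in 4 of 4 injured libraries without the cycling sub-cluster with superficial markers (mean difference -11.7 percentage points). It was higher in 4 of 4 injured libraries with 50 neighbors (mean difference 12.7 percentage points), at 4 MADs (14.2) and when called by cluster (65.6). The acute difference in mesenchymal share was 0.406 without integration and ranged from -14.6 to 14.3 with each library left out. The S score difference was -0.00183 with the stricter filter, -0.00154 with doublets at the automatic threshold, -0.0321 at 4 MADs and -0.0240 when called by cluster, and ranged from -0.00821 to 0.0123 with each library left out.

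The number of genes changed in urothelial cells after acute injury was 0 with the stricter filter, 0 when only the groups compared were fitted, 2 without clusters led by markers of another type, 285 with DESeq2, and 0 to 113 with each library left out; after chronic injury it was 132 with DESeq2. In myofibroblasts it was 89 after acute and 65 after chronic injury without a filter on low counts, 8 and 16 with DESeq2, 0 after acute injury with only the groups compared, and 0 to 38 and 0 to 6 with each library left out. In fibroblasts it was 31 after acute and 27 after chronic injury with DESeq2, 12 after chronic injury without a filter on low counts, 6 with doublets kept, with doublets at the automatic threshold and with classes called by cell, 0 and 0 without integration, 0 after acute and 5 after chronic injury with only the groups compared, and 1 to 61 and 1 to 17 with each library left out. Where a library is left out, the remaining library of its condition is assumed to vary like those of the other groups.

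The mean change of ECM genes in fibroblasts after chronic injury was -0.96 with collagens alone, past 0.05 by limma's fry. In myofibroblasts with each library left out it ranged from -0.25 to 0.0131 after acute and from -0.57 to 0.0663 after chronic injury, reversing without healthy replicate 1 in both and, after chronic injury, without healthy replicate 2 (0.00532) as well. Fgf7 in myofibroblasts after acute injury ranged from -0.73 to 0.22, reversing without healthy replicate 2.

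With the replicate number as a replicate block, the difference in cycling share between acute and healthy mucosa was 15.1 percentage points as before (exact permutation test on 2 pairs, p = 0.5, the smallest they allow). The genes changed were 0 in urothelial cells after acute injury (1 without the block), 1 in myofibroblasts after chronic injury and 3 in fibroblasts after acute injury (8 without it). Differences between replicates 1 and 2 correlated across genes between healthy and acute mucosa with Pearson's r of 0.34, 0.35 and 0.41 in urothelial cells, fibroblasts and myofibroblasts, and with r from -0.45 to 0.04 where chronic mucosa was involved, genes not being independent replicates. The tables of healthy replicate 1 and acute replicate 1 also share the filter on rare genes. A step shared by the healthy and acute libraries of 1 number therefore stays open. Mural, NK and cycling mesenchymal cells and the 34 chronic fibroblasts of 1 library were few.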

Differences from the paper's values

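Doublets at Scrublet's automatic threshold, the setting without clusters led by markers of another type and that without the cycling sub-cluster with superficial markers were chosen only after the result was seen, and the other alternatives were set before the data were examined.

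The paper's share of cycling cells among urothelial cells is about 2.6% in healthy and about 5.8% in chronically injured mucosa in Fig. 1F, read by eye, where 5.08% and 8.88% were found here. None of the alternatives run for this measure closes the gap. At 4 MADs the shares were 1.45% and 3.35%, below the paper's, and under the other settings 4.97% to 5.96% and 8.84% to 9.56%, above it. The number of cells, genes per cell, the acute share of cycling cells and the shares of mesenchymal cells did not differ by the same measure.

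The paper proposes that myofibroblasts raised Fgf7 after acute injury, where a log2 change of -0.28 was found here. Without healthy replicate 2, the change had the paper's direction (0.22, unadjusted p = 0.65 from edgeR's quasi-likelihood test). Bmp5 and Igf1, which the paper lists beside it, had log2 changes of 0.35 and 0.75, in the paper's direction but not past the threshold. The paper gives Bdnf signaling from myofibroblasts to urothelial cells as enriched in healthy mucosa only, by a ligand-receptor prediction. The mRNA of Bdnf in myofibroblasts changed by a log2 of 0.04 and -0.01 after acute and chronic injury, which does not test that prediction.

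In Fig. 3A the S score is higher in cycling intermediate cells, where the difference between cycling basal and cycling intermediate cells was 0.00296 here; it had the paper's direction under 4 MADs (-0.0321), calling by cluster (-0.0240), the stricter filter (-0.00183), the automatic doublet threshold (-0.00154, chosen after seeing the values), without acute replicate 2 (-0.00175) and without chronic replicate 1 (-0.00821). The paper tested cells, and libraries were tested here. The paper gives ECM genes as lowered by serial CPP in both classes; the means here were below 0 but not past the threshold, except in fibroblasts with collagens alone (-0.96, unadjusted p = 0.027 by limma's fry).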

Other observations

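The tests on the sex of the mice, on depth, on the cycling threshold, on tissue sampling and on the median change of mesenchymal genes were chosen only after the result was seen, and so was the use of DESeq2's calls in the test on cycling cells.

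The genes changed in urothelial cells after acute injury may reflect in part a higher share of cycling cells. The median log2 size of the 100 leading genes was 2.68 in all and 1.29 in non-cycling urothelial cells, so that part of their change remained there. Of 285 genes that DESeq2 called in all urothelial cells, 24 (8.42%) were called in non-cycling cells, against 88 of 132 (66.7%) after chronic injury. Free RNA from mesenchymal cells is argued against as the source of most of these genes, as 14 of the 285 (4.91%) were at least 8 times higher in mesenchymal cells, against 7.42% of the genes not called. Of the genes at an unadjusted p below 0.01 from edgeR's quasi-likelihood test it was 6.19%, against 7.40% of the other genes. For the 1020 mesenchymal genes themselves, free RNA and a change in urothelial cells cannot be told apart, because their median log2 change in urothelial cells after acute injury was 0.41, against -0.00822 for the other genes.

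Klf4 and Id3 in basal cells and a dissociation response cannot be told apart, because the other immediate-early genes were higher in basal cells as well, with a median log2 difference of intermediate from basal cells of -0.32, a smaller change than that of Klf4 or Id3.

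For the cycling share a difference in depth is argued against. With cells thinned to 2000 UMIs the lower of the acute libraries had 12.2% cycling cells and the highest of the other 4 libraries 10.2%. For the higher G2/M score of cycling basal cells, non-cycling cells past the threshold are argued against as the only reason. At 4 MADs the lowest difference over the 4 injured libraries was 0.0597. This was in chronic replicate 1, where it fell from 0.107, so a part played by such cells stays open there. It rose from 0.154 to 0.220 in acute replicate 2 and from 0.0812 to 0.124 in chronic replicate 2, and was 0.136 and 0.133 in acute replicate 1.

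The difference in mesenchymal share between the acute libraries may come from a difference in tissue sampling or dissociation between the libraries. In a test of this, 4 of 4 stromal classes (fibroblasts, myofibroblasts, endothelial and mural cells) had a lower share in acute replicate 1, by ratios of 2.71, 9.19, 3.74 and 2.74. Because a shift of composition moves all of them together, a change in the mice was not separated from it.

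Y-linked transcripts (Ddx3y, Eif2s3y, Uty, Kdm5d) were found in all 6 libraries and Xist was at most 0.113 CPM in the 5 libraries that list it, while the paper states that each group included both sexes. A test that at least 90% of the deepest 10% of cells carry a Y-linked UMI was not met, with a lowest share of 67.0%, so this form left open whether the cells came from male mice only. A second form, written after that value was seen, compared each share with that expected from a uniform Y-linked rate at the same depth, and the lowest of the 6 libraries had 90.8% of it (highest 94.2%), which is consistent with cells of male mice only. The threshold of 90% was passed narrowly. Which mice went into each library was not examined.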
